# Identification of candidate genes and regulatory factors related to growth rate through hypothalamus transcriptome analyses in broiler chickens

**DOI:** 10.1186/s12864-020-06884-5

**Published:** 2020-07-23

**Authors:** Katarzyna Piórkowska, Kacper Żukowski, Katarzyna Połtowicz, Joanna Nowak, Katarzyna Ropka-Molik, Natalia Derebecka, Joanna Wesoły, Dorota Wojtysiak

**Keywords:** Growth rate, Broilers, RNA-seq, Hypothalamus response

## Abstract

**Background:**

Intensive selection for growth rate (GR) in broiler chickens carries negative after-effects, such as aberrations in skeletal development and the immune system, heart failure, and deterioration of meat quality. In Poland, fast-growing chicken populations are highly non-uniform in term of growth rate, which is highly unprofitable for poultry producers. Therefore, the identification of genetic markers for boiler GR that could support the selection process is needed. The hypothalamus is strongly associated with growth regulation by inducing important pituitary hormones. Therefore, the present study used this tissue to pinpoint genes involved in chicken growth control.

**Results:**

The experiment included male broilers of Ross 308 strain in two developmental stages, after 3rd and 6th week of age, which were maintained in the same housing and feeding conditions. The obtained results show for the overexpression of genes related to orexigenic molecules, such as neuropeptide Y (*NPY*), aldehyde dehydrogenase 1 family, member A1 (*ALDH1A1*), galanin (*GAL*), and pro-melanin concentrating hormone (*PMCH*) in low GR cockerels.

**Conclusion:**

The results reveal strong associations between satiety centre and the growth process. The present study delivers new insights into hypothalamic regulation in broiler chickens and narrows the area for the searching of genetic markers for GR.

**Graphical abstract:**

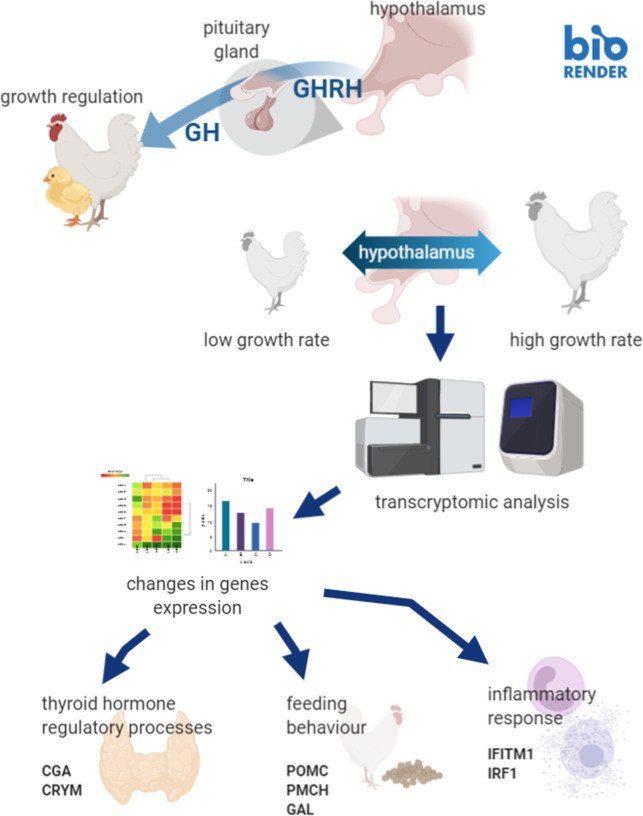

## Background

The broiler chicken industry has grown over its 60-year history. The Global Information and Early Warning System (GIEWS) reported that the world poultry meat output was estimated at 121.6 million tons in 2018 with an upward tendency [1]. The increasing demand for poultry was an engine to bred highly efficient chicken populations with significantly improved productive values [2]. The conducted selection aimed to improve the growth rate, feed efficiency and carcass meat content [3]. The market broiler mass after sixth weeks from hatching has increased 4-fold, and pectoralis muscle nearly 2-fold over 25 years [4]. Unfortunately, the rate of genetic changes resulted in the alternations in bird physiology [5]. In turn, intensive selection led to negative after-effects, such as aberrations in skeletal development [6] and the immune system [7], heart failure [8] and deterioration of meat quality [9] what reflects elevated attendance of meat defects in fast-growing populations. The most frequent poultry meat defects are deep pectoralis myopathies (DPM) [10]; white striping; Pale, Soft and Exudative (PSE) meat [11], wooden breast [12]; and intramuscular connective tissue, termed spaghetti meat [13].

Ross 308 is the world’s most-popular commercial broiler hybrid. Ross 308 chickens are characterised by rapid growth and high muscle mass developed at an early age, providing the possibility of early slaughtering. Usually, they are slaughtered at sixth weeks from hatching, which is associated with the attainment of an optimum balance between growth rate, feed efficiency, high muscle mass, high performance and feather maturity. Regardless of the flock age, most of Ross 308 populations show low uniformity of growth rate (GR), where GR is estimated as average gain in body weight (BW) for a defined period of rearing. The differences are already visible in the first weeks of life, and after six-weeks, they can even reach 1.5 kg in the BW in one broiler population, which is unprofitable for poultry producers, butchers, and the future processing. A similar observation was also described in different broiler strains [14, 15].

On the other hand, the hypothalamus plays an overarching role in the regulation of primary metabolic processes also in bird organisms. It controls body temperature, hunger, sleep, growth and circadian rhythms, by stimulating the pituitary which secretes essential hormones controlling other glands/organs. As an example, the hypothalamus releases somatoliberin (GHRH) that induces pituitary somatotropin (GH) secretion - most crucial growth factor. Therefore, the hypothalamic molecular activity is regulated by numerous exogenous stimuli [16]. Thus, the newest high-throughput molecular genetic tools are used for the determination of these processes. Kamineni [17] in his doctoral dissertation used RNA-sequencing based on next-generation sequencing (NGS) technology to show that heat stress in broiler chickens increases hypothalamic gene expression of rate-limiting enzymes, such as sterol regulatory element-binding transcription factor 1 (SREBF1) and lipoprotein lipase (LPL). In turn, Han et al. [18] using analysis of miRNAom suggested that miRNAs play an essential role in the hypothalamus for timing the rapid development of chicken gonads. While Piórkowska et al. [19] used the RNA-seq method to pinpoint the hypothalamic gene expression changes during postnatal development in broiler chickens.

The present study aimed to identify whether different growth rate in broiler chickens found the reflection in hypothalamic genes’ expression and the activation of the essential molecular processes. This approach enables to narrow the search area of potential genetic markers associated with the determination of growth in broilers. The present experiment used transcriptome analysis based on next-generation sequencing technology.

## Results

### Cockerel characteristics

During the experiment, fattening and slaughter traits for all chickens were recorded. The high growth rate (HGR) cockerels were 176 g and 685 g heavier than low growth rate (LGR) birds, after the 3rd and 6th week from hatching, respectively (Table 1). The growth rate did not affect fat level but influenced leg and breast muscle mass. Moreover, low growth rate (LGR) cockerels slaughtered in 3rd and 6th week of age took 55 g and 461.2 g less feed respectively and showed a higher feed conversion ratios (FCR), which were measured from 2nd week of age to the slaughter.

**Table 1:** Traits of investigated cockerels used in RNA sequencing and qPCR analyses

**Trait**	**ROSS308**			
	**3-week-old**		**6-week-old**	
	**LGR** (*n* = 9)	**HGR** (*n* = 9)	**LGR** (*n* = 9)	**HGR** (*n* = 9)
	Mean ± SD	Mean ± SD	Mean ± SD	Mean ± SD
BW in first day (g)^a^	45.1 ± 1.72	45.4 ± 1.64	44.9 ± 1.14	45.2 ± 2.04
BW in 2nd week (g)	486.67 ± 10.0^A^	547.0 ± 14.94^B^	484.0 ± 11.74^A^	545.6 ± 11.30^B^
Slaughter BW (g)	1120.0 ± 14.14^A^	1296.0 ± 20.66^B^	3222.0 ± 75.10^A^	3906.7 ± 95.92^B^
Average daily gain (g)^a^	51.19 ± 0.69^A^	59.55 ± 0.92^B^	72.21 ± 1.71^A^	87.76 ± 2.18^B^
Average daily gain from 2nd week (g)	79.17 ± 2.34^A^	93.17 ± 2.39^B^	88.32 ± 2.58^A^	108.42 ± 3.23^B^
Breast muscles (g)	200.18 ± 11.27^A^	243.74 ± 11.94^B^	786.45 ± 66.92^A^	955.40 ± 46.44^B^
Leg muscles (g)	174.05 ± 8.97^A^	204.33 ± 11.52^B^	538.98 ± 51.59^A^	657.69 ± 42.71^B^
Abdominal fat (g)	8.42 ± 2.63	9.77 ± 2.34	26.59 ± 10.21	34.11 ± 6.33
Feed intake (g)	634.8 ± 18.64^A^	689.8 ± 15.75^B^	4575.6 ± 187.24^A^	5036.8 ± 106.28^B^
Feed Conversion Ratio (FCR)	1.0 ± 0.03^A^	0.92 ± 0.02^B^	1.67 ± 0.07^A^	1.5 ± 0.03^B^

A, B Values in rows with different letters show significant results (*P* ≤ 0.01). The statistical analysis between high and low growth rate chickens was estimated (using Student’s t-test) separately for 3rd and 6th-week old chickens. *LGR* Low growth rate; *HGR* High growth rate; *BW* Body weight; Feed intake – from 2nd week of age to the slaughter; *FCR* Measured based on feed intake and body weight gain from 2nd week of age to the slaughter; ^a^-from hatching

### Analysis of differentially expressed genes

Over 90% of the processed reads were mapped to the chicken reference genome (GCA_000002315.5) included 70% to the exonic regions and 9% to the introns (see supplementary File S1). 

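RNA from the hypothalamus of 16 Ross broiler cockerels, 4 HGR and 4 LGR birds at each of 3 and 6 weeks of age, was sequenced as single-end reads. The Ross strain is a commercial hybrid kept for meat. The paper gives the age at slaughter as day 22 and day 45, and the sample labels give day 22 and day 42. The authors cleaned the reads, aligned them with RSEM and deposited whole-number read counts for 24881 Ensembl genes, without normalization. The total count per library was 16023169 to 17536175 (median 16733654) in 3-week-old HGR, 14113986 to 15853276 (median 14977118.5) in 3-week-old LGR, 13845756 to 16857455 (median 15677631) in 6-week-old HGR and 14454099 to 16026111 (median 15289217) in 6-week-old LGR cockerels. The paper's File S1 lists 20409838 to 25871916 sequenced reads per library. As input to the alignment it gives 21233340 to 26819747 reads, with 89.7% to 90.9% as uniquely mapped. The deposited counts, on which all values beside the text rest, make up 63.8% to 65.9% of these input reads. Counts were scaled by edgeR's TMM method and divided by the scaled library totals to give CPM. Genes with too few counts were left out by edgeR's default filter, which kept 14980 genes at 3 weeks and 14944 at 6 weeks. LGR and HGR birds were compared within each age by edgeR's quasi-likelihood test, and every log2 fold change is LGR over HGR, so that a negative value means higher expression in HGR birds. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper. The test, the scaling, the filter and the set of libraries are the choices that these numbers depend on. By the paper's methods lighter and heavier birds were housed in different pens. A difference between pens cannot be told apart here from a difference with growth rate.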

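The mean Euclidean distance of each library to the other libraries of its age was computed on log2 CPM over the genes tested, with a prior count of 2. At 3 weeks the distances ran from 60.4 to 73.5. LGR replicate 4 was the farthest, followed by LGR replicate 2 at 70.9 and HGR replicate 4 at 70.6. The farthest library lay at 1.12 times the median distance. At 6 weeks the range was 57.9 to 68.1. LGR replicate 1 was the farthest, at 1.14 times the median, and LGR replicate 2 was next at 60.5. The variance stabilizing transformation of DESeq2 moved this most, to 1.30 times the median for the same 6-week library. Over the 500 most variable genes, LGR replicate 2 was the farthest at 3 weeks, at 1.08 times the median. The first 2 principal components carried 28.3% and 21.0% of the variance at 3 weeks, and 27.9% and 18.0% at 6 weeks. No library was left out of the values given beside the text.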

The clustering analysis excluded three samples from further processing, one of 3-week-old and two of the 6-week-old group (Fig. 1 b, d). 

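Libraries of the same growth rate group lay 65.2 apart on average at 3 weeks, and libraries of different groups 67.2 apart (one-sided exact permutation test over 8 libraries, p = 0.171). At 6 weeks the means were 57.8 within and 62.7 between groups (one-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 birds allow). Over the 500 most variable genes the same one-sided exact permutation test gave p = 0.0571 at 3 weeks and 0.0857 at 6 weeks. In none of the 4 groups did a library's mean distance stand apart from the other 3 by more than Dixon's 95% critical value. The authors' deposited table for the hypothalamus compares the ages, and its mean normalized counts were matched best by 12 of the 16 libraries, with a median log2 deviation of 1.2e-04 against 0.0276 for all 16. The libraries it leaves out are HGR replicate 4 at 3 weeks and LGR replicate 1, LGR replicate 3 and HGR replicate 1 at 6 weeks. The mean distances of LGR replicate 3 and HGR replicate 1 at 6 weeks were 60.3 and 60.2. On the second principal component, however, these libraries lay at 30.5 and 23.2, against -22.6 to 1.77 in the other 6-week libraries.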

The statistic clustering analysis showed that these samples were significantly distinct than the rest samples in the particular groups, which could be a consequence of unknown factor. The GR-dependent DEG analysis was performed using the DESeq2 method, which pinpointed for 43 shared DEGs between both age groups (Fig. 1 a, c, e). They encode proteins involved in luteinizing and follicle-stimulating hormone secretion (*TBX3* and *CGA*), feeding behaviour (*OXT, NPY, PMCH*, and *BSX*), and defence response to the virus (*OASL, MX1, IFITM3, IFIT5*, and *IFI6*).

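Among the 14764 genes tested at both ages, no gene was past the threshold at both. This was bound to be so, since no gene passed at 3 weeks, and does not test the overlap. At an unadjusted p under 0.05, 193 genes passed at both ages, against 159 if the lists were independent, and 160 of them changed in the same direction. Across all genes tested at both ages the log2 fold changes at 3 and 6 weeks had a Pearson r of 0.219; the genes are not independent replicates. The DESeq2 Wald test with default settings on the same libraries, the alternative that moved this count most, called 3 genes at both ages, and 2 of the 3 changed in the same direction.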

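Of these 11 genes, 8 were tested; OASL, IFITM3 and IFIT5 were not analysed here. At 3 weeks 7 of the 8 were higher in LGR birds and OXT was lower, and 5 had an unadjusted p under 0.05. At 6 weeks all 8 tested were higher in LGR birds, 5 with an unadjusted p under 0.05. None of the 8 was past the threshold at either age. TBX3 (ENSGALG00000036043, chromosome 15 from 12277734 to 12287707 in the authors' deposited table, which names no genome build) encodes a T-box transcription factor. At 3 weeks it had 20.7 ± 1.41 CPM in LGR and 10.1 ± 1.67 CPM in HGR birds (SD, n = 4 each). This gives a log2 fold change of 1.04 (standard error 0.14, adjusted p = 0.0888 by edgeR with Benjamini-Hochberg adjustment, below which no gene fell at 3 weeks), and every LGR bird lay above every HGR bird (two-sided exact permutation test, p = 0.0286, the smallest possible). DESeq2 moved TBX3 past the threshold, with a log2 fold change of 1.03 in the same direction in all birds and a Benjamini-Hochberg adjusted p of 4.8e-07; over the other tests, scalings, filters and designs the adjusted p ranged from 4.8e-07 to 0.645. TBX3 had a log2 fold change of 0.60 at 6 weeks (standard error 0.36), higher in 3 of 4 LGR birds than the HGR mean, and changed sign in at least 1 fit with birds left out. CGA (ENSGALG00000015824, chromosome 3 from 76866827 to 76876263) encodes the common alpha subunit of the glycoprotein hormones. It had 311 ± 205 CPM in LGR and 109 ± 72.2 CPM in HGR birds at 3 weeks (SD, n = 4 each), a log2 fold change of 1.52 (standard error 0.70, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.856) with 3 of 4 LGR birds above the HGR mean. TSHB, which encodes the thyrotropin beta subunit and was singled out after its values were seen, followed CGA with a log2 fold change of 1.27 (standard error 0.57). At 6 weeks CGA had 82.7 ± 153 CPM in LGR and 41.7 ± 40.2 CPM in HGR birds (SD, n = 4 each), and the log2 fold change of 1.00 (standard error 1.40) rested on LGR replicate 3 with 312 CPM. With limma's voomWithQualityWeights it was -0.52 and so reversed. MX1, named by its position among neighbouring genes, had a log2 fold change of 2.52 (standard error 1.01) at 6 weeks.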

**Fig. 1:**
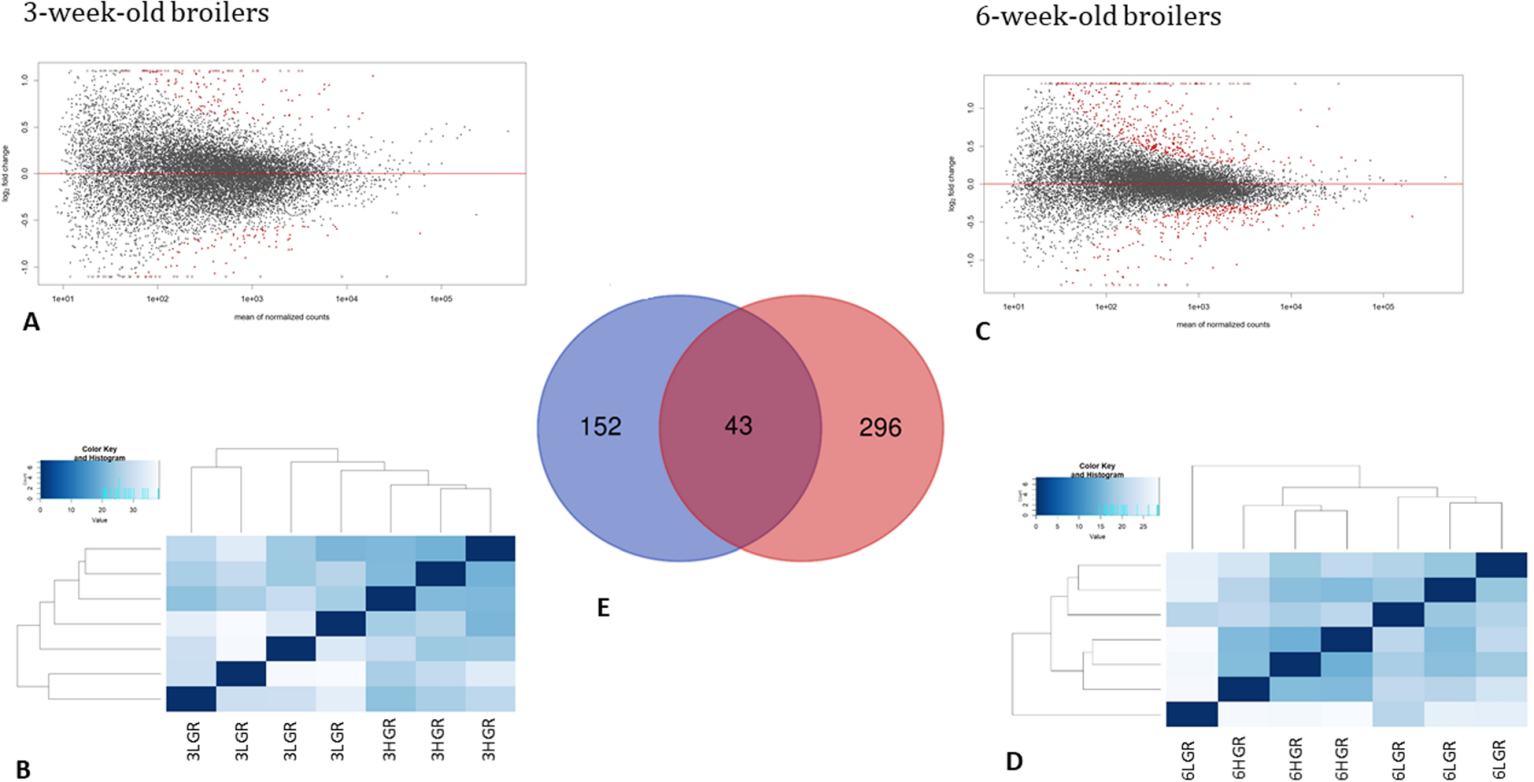
The plots showed hypothalamic DEGs of Ross308 identified in the present analysis. The volcano plots showing the number of significant (red dots) and not-significant (black dots) (**a**) for 3-week-old-chickens and (**c**) 6-week old chickens. The heatmap Principal Component Analysis (PCA) showing sample clustering based on normalised reads for Ross308 broiler chickens characterised high (HGR) and low growth rate (LGR) (**b**) for 3-week old chickens and (**d**) for 6-week-old chickens. On heatmap were indicated seven samples per age groups, because two of them were pinpointed during clustering analysis that are distinct from particular groups, similarly as 6LGR sample that was also removed from further processing. Venn diagram presented DEGs (**e**) identified for 3-week-old, and 6-week-old chickens and 43 shared DEGs

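At 3 weeks no gene of the 14980 tested was past the threshold by edgeR's quasi-likelihood test, and 871 genes (5.81%) had an unadjusted p under 0.05. At 6 weeks 20 genes were called, 3 higher in LGR and 17 higher in HGR birds, and 2775 genes (18.6%) had an unadjusted p under 0.05. By adjusted p alone, 85 genes passed at 6 weeks. With DESeq2 fitted within each age the counts were 26 genes at 3 weeks (13 higher in LGR) and 163 at 6 weeks (114 higher in LGR), with 19 of the 20 genes called by edgeR among the 163. On counts simulated from the 3-week libraries, edgeR found 72 of 100 genes changed 2-fold and 98 of 100 changed 4-fold. Of its calls 8.11% were false. DESeq2 found 82 and 98, with 18.6% of its calls false. The simulated genes varied independently of each other, and only genes above a minimum mean count were changed. These shares therefore do not measure the power of the tests in the real birds. The largest changes among the 6-week calls, by edgeR with Benjamini-Hochberg adjustment and in the same direction in all birds, were these. Higher in LGR birds were ENSGALG00000038656 with a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.0424), ENSGALG00000030995 with 0.72 (standard error 0.13, adjusted p = 0.0488) and ADGRD2 with 0.67 (standard error 0.0825, adjusted p = 0.0261). Higher in HGR birds were ENSGALG00000034196 with -6.74 (standard error 0.81, adjusted p = 0.0261) and ENSGALG00000043798 with -3.24 (standard error 0.51, adjusted p = 0.0338), followed by GBX2. None of the 4 genes given by identifier had a symbol in the tables used.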

The hypothalamic response related to changes in growth rate indicates 195 and 339 DEGs (fold-change ≥1.5, by adjusted *P*-value ≤0.05) in 3- and 6-week-old cockerels, respectively (goo.gl/4XX5mt). 

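In 3-week-old birds, 9 genes of organ development (BSX, MGP, MMP2, MYH11, EGR1, PCDH15, FST, LECT2 and TBX3) were tested. All 9 were higher in LGR birds, with log2 fold changes from 0.0173 to 1.04 and 5 at an unadjusted p under 0.05. For thyroid hormone regulation, CRYM, CGA and CPQ were all higher in LGR birds (0.80 to 1.52 on the log2 scale), 2 of them at an unadjusted p under 0.05. Among 12 genes of the regulation of hormone levels, 11 were higher in LGR birds and SLC30A8 was lower, at -0.72 on the log2 scale. An unadjusted p under 0.05 was reached by 6 of the 12, SLC30A8 among them. For feeding behaviour, BSX, PMCH, NPW, NMU and NKX2-1 were all higher in LGR birds (0.72 to 1.26), each with an unadjusted p under 0.05. The genes GHR, TTR and NPPC were not analysed here. Of the 78 genes that the text and Table 2 give for 3 weeks, 63 were tested and none passed by edgeR, where the adjusted p ran from 0.0888 to 0.992 with Benjamini-Hochberg adjustment over all genes. Adjusted over this list alone, 19 of the 63 passed, but the list is the paper's own selection from these data and the count does not measure how stable the values are.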

In younger LGR cockerels, increased expression of genes encoding proteins mainly involved in the organ development (*BSX, MGP, MMP2, MYH11, EGR1, PCDH15, FST, LECT2, TBX3,* and *NPPC*), thyroid hormone regulation process (*CRYM, CGA,* and *CPQ*), regulation of hormone levels (*POMC, SLCO1C1, EGR1, GHR, CGA, TBX3, BLK, GAL, SLC30A8, BTK, ALDH1A1, DIO2, TTR,* and *NR5A1*) and feeding behaviour (BSX, PMCH, NPW, NMU, and NKX2–1) (Table 2) were observed. In turn, DEGs of older LGR birds are involved in the activity of inflammatory response processes included a response to interferon-gamma (*IRF9, CCL19, IFITM1, GBP1, IRF8, IRF7,* and *IRF1*), T and B cell activation (*RAC2, DMB2, CD3E, B2M, CD3D, LCK, CD3E, PTPRC, FOS, BLNK, BTK*, and *PTPN6*), and antigen presentation: folding, assembly and peptide loading of class I (*ERAP1, BFIV21, B2M, BF1,* and *TAP2*), as well as, different signalling pathways regulating hormone levels (*BLK, TTR, CGA, POMC, SLCO1C1, DIO2, EGR1, ALDH1A1, SLC30A8, NR5A1, TBX3, GHR,* and *GAL*) and feeding behaviour (*GAL, FOS, PMCH, BSX, OXT*, and *STRA6*). 

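IFITM1, TTR and GHR were not analysed here. In 6-week-old birds the other genes of these groups were all higher in LGR than in HGR cockerels. The 6 tested genes of the response to interferon-gamma had log2 fold changes from 0.64 to 3.49, each with an unadjusted p under 0.05. The 11 genes of T and B cell activation ranged from 0.69 to 1.32 on the log2 scale. The 5 genes of antigen presentation ranged from 0.93 to 1.75, 4 of them with an unadjusted p under 0.05. Among the 11 tested genes that regulate hormone levels the range was 0.46 to 1.29, 5 with an unadjusted p under 0.05, and among the 6 genes of feeding behaviour it was 0.22 to 1.00, 4 with an unadjusted p under 0.05. None of these genes was past the threshold by edgeR, where their adjusted p was 0.0731 or more with Benjamini-Hochberg adjustment. DESeq2 called 9 of the 11 genes of T and B cell activation and 3 of the 5 of antigen presentation. It also called 1 of the 6 of response to interferon-gamma. Of regulating hormone levels it called 2 of the 11 and of feeding behaviour 2 of the 6. The calls of CD3D, CD3E, LCK, B2M, BLNK, PTPN6 and CCL19 depended on LGR replicates 1 and 2. DESeq2 fits without 1 HGR bird and either of these LGR birds called none of them. Over all 63 tested of the 84 genes that the text and Table 2 give for 6 weeks, edgeR called 3 (GBX2, TCF7L2 and CALCA) and DESeq2 22.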

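MGAM and AVD were not analysed here. ALB (ENSGALG00000035219, chromosome 4 from 51168578 to 51181602) encodes serum albumin. At 3 weeks it had 46.7 ± 88.8 CPM in LGR and 3.10 ± 0.401 CPM in HGR birds (SD, n = 4 each). LGR replicate 1 had 180.0 CPM, while the other 3 LGR birds lay between 2.12 and 2.37 CPM, below the HGR mean, and without this bird the log2 fold change reversed to -0.43. With all birds it was 3.91 (standard error 1.41, adjusted p = 0.799 by edgeR with Benjamini-Hochberg adjustment), and 1 of 4 LGR birds lay above the HGR birds. Of 6 other liver plasma protein genes, 2 (AHSG and HPX) were also highest in this bird. FGB (ENSGALG00000009262, chromosome 4 from 20472456 to 20478595), the fibrinogen beta chain, was highest in the same bird with 12.1 CPM, and had a log2 fold change of 1.82 (standard error 0.79) with all birds and 0.14 at the lowest with 1 bird left out. At 6 weeks IFI6 (ENSGALG00000013575, chromosome 2 from 90026993 to 90030445), an interferon-induced gene named here by position, had 71.2 ± 76.4 CPM in LGR and 9.93 ± 11.3 CPM in HGR birds (SD, n = 4 each). The resulting log2 fold change was 2.83 (standard error 0.98, adjusted p = 0.174 by edgeR with Benjamini-Hochberg adjustment), with 3 of 4 LGR birds above the HGR mean. CCL19 (ENSGALG00000028256, chromosome Z from 8363765 to 8366761), a chemokine gene, had 11.9 ± 12.9 CPM in LGR and 1.06 ± 0.405 CPM in HGR birds (SD, n = 4 each). A log2 fold change of 3.49 (standard error 0.86, adjusted p = 0.0911 by edgeR with Benjamini-Hochberg adjustment) was shared by all 4 LGR birds, each above every HGR bird. DESeq2 called CCL19 with a Benjamini-Hochberg adjusted p of 0.00450 and the same direction in all birds; over the other tests, scalings, filters and designs its adjusted p ranged from 0.00450 to 0.260. CCL19 values in LGR birds spread from 2.24 to 29.5 CPM.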

Three genes showing the highest FC were *ALB, MGAM, FGB* and *AVD, IFI6, CCL19* in 3- and 6-week-old LGR cockerel (goo.gl/4XX5mt), respectively.

**Table 2:** Functional annotation of hypothalamic DEGs in response to a variable growth rate of cockerels after 3rd and 6th weeks from hatching that was performed based on STRING and PANTHER tools

Gene ontology	***FDR***	No.	3-week-old	6-week-old
**GO Biological Process COMPLETE**				
GO:0098883 synapse pruning	1.35E-02			*C1QC, C1QB, C1QA*
GO:0045080 positive regulation of chemokine biosynthetic process	2.01E-02			*CD74, MYOD88, EGR1*
GO:0042403 thyroid hormone metabolic process	3.27E-02	3	*CRYM, CGA, CPQ*	
GO:0048513 organ development	0.00216	10	*BSX, MGP, MMP2, MYH11, EGR1, PCDH15, FST, LECT2, TBX3, NPPC*	
GO:0010469 regulation of signaling receptor activity	2.26E-02	7	*GHRH, PMCH, CGA, NMU, POMC, OGN, NPPC*	
GO:0030154 cell differentiation	0.0424	9	*MGP, MMP2, MYH11, EGR1, PCDH15, FST, LECT2, NPPC, TAGLN*	
GO:0009914 hormone transport	2.10E-03 3.88E-03	5 7	*GHRH, CRYM, CGA, SLCO1C1, TBX3*	*SLCO1C1, CGA, TBX3, GAL, SLC30A8, BTK, TTR*
GO:0010817 regulation of hormone levels	2.32E-04 4.95E-02	16 13	*CRYM, TBX3, GHRH, FGB, SLCO1C1, GGA, BCO1, ALDH6, TCF7L2,CGA, CPLX1, EGR1, CPQ, TRH, CHGA, POMC*	*TBX3, NPY, GAL, DIO2, SLC30A8, SLCO1C1, BLK, TCF7L2, CGA, TTR, NR5A1, EGR1, LHCGR, POMC*
GO:0045187 regulation of circadian sleep/wake cycle	0.0193	3		*PER3, KCNA2, GHR*
GO:0002052 positive regulation of neuroblast proliferation	0.0178	3		*OTP, DCT, BF1*
GO:0034341 response to interferon-gamma	6.19E-04	7		*IRF9, CCL19, IFITM1, GBP1, IRF8, IRF7, IRF1*
GO:0060337 type I interferon signaling pathway	2.88E-02	3		*STAT2, STAT1, IRF3*
**GO molecular function complete**				
GO:0071855 neuropeptide receptor binding	5.77E-03	5	*GHRH, NPY, NMU, PMCH, POMC*	
GO:0004029 aldehyde dehydrogenase (NAD) activity	2.43E-02	2	*ALDH1A1, ALDH6*	
GO:001982 oxygen binding	4.77E-02	2	*ALB, HBAD*	
GO:0005179 hormone activity	1.21E-05	11	*OXT1, GHRH, ENSGALG00000043381, RFLB, CNP3, NPY, CGA, TRH, AVP, PMCH, NMU, POMC,*	*OXT1, CNP3, NPY, POMC, CGA, GAL, PMCH, TTR, PNOC, KL, CALCA, TTR, CCK,*
**GO cellular component complete**				
GO:0071855 neuropeptide receptor binding	5.77E-03	5	*GHRH, NPY, NMU, PMCH, POMC*	
GO:0004029 aldehyde dehydrogenase (NAD) activity	2.43E-02	2	*ALDH1A1, ALDH6*	
GO:001982 oxygen binding	4.77E-02	2	*ALB, HBAD*	
GO:0005179 hormone activity	1.21E-05	11	*OXT1, GHRH, ENSGALG00000043381, RFLB, CNP3, NPY, CGA, TRH, AVP, PMCH, NMU, POMC,*	*OXT1, CNP3, NPY, POMC, CGA, GAL, PMCH, TTR, PNOC, KL, CALCA, TTR, CCK,*
**GO cellular component complete**				
GO:0062023 collagen-containing extracellular matrix	1.63E-03	10	*COCH, MMP2, SPARCL1, COL28A1, MGP, COL6A2, COL4A6, COL1A2, COL1A1, EGF*	
GO:0001664 G protein-coupled receptor binding	2.10E-02	13		*PNOC, CCLI10, OXT1, GAL, CCL4, PDYN, CCLI7, NPY, RSPO3, PMCH, POMC, CCL19, ENSGALG00000003309*
**PANTHER GO-Slim Biological Process**				
GO:0050796 regulation of insulin secretion	3.85E-03	3	*CHGA, TCF7L2, TRH*	
GO:0023056 positive regulation of signaling	4.87E-03	6	*GHRH, TCF7L2, TRH*	
GO:0043588 skin development			*DSP, COL1A1, ENSGALG00000029182*	
GO:0001501 skeletal system development	1.35E-03	5	*COCH, COL6A2, COL6A1, COL1A1, ENSGALG00000029182*	
GO:0007631 feeding behavior	0.03E-01	5	*BSX, PMCH, NPW, NMU, NKX2–1,*	*GAL, FOS, PMCH, BSX, STRA6*
GO:0006954 inflammatory response	1.29E-02	8		*CCLI10, CCL4,CCR2, CCLI7, TLR1B, TLR2A, TLR3, CCL19*
**PANTHER Pathway**				
T cell activation	4.02E-04	8		*RAC2, DMB2, CD3E, B2M, CD3D, LCK, FOS, PTPRC, CD74, FOS, SLP76, CD3D*
B cell activation	1.15E-03	7		*BLK, RAC2, BLNK, BTK, PTPN6, FOS, PTPRC*
5-Hydroxytryptamine degredation	8.40E-03	2	*ALDH1A1, ALDH6*	
Integrin signalling pathway	1.32E-02	7	*COL1A2, COL4A6, COL3A1, COL6A1, COL6A2, ACTA2, COL1A1*	
**Reactome pathways**				
R-GGA-1650814.1 Collagen biosynthesis and modifying enzymes	2.25E-03	5	*COL1A2, COL4A6, COL6A1, COL28A1, COL6A2*	
R-GGA-983170.1 Antigen Presentation: Folding, assembly and peptide loading of class I MHC	2.35E-03	5		*ERAP1, BFIV21, B2M, BF1, TAP2*
Integrin cell surface interactions	6.70E-03	6	*FGB, COL6A2, COL4A6, ENSGALG00000026836, ENSGALG00000004946, COL6A1*	
R-GGA-977606.1 Regulation of Complement cascade	6.21E-05	8	*SERPING1, ENSGALG00000030038, C1QC, C1R, CFH, C1S, C1QB, C1QA*	
R-GGA-5686938.1 Regulation of TLR by endogenous ligand	2.58E-02	4	*LY96, BPI, TLR1B, TLR2A*	

Several genes in the hypothalamus of HGR cockerels showed over 3-fold higher expression (*AVP, ARAP1,* and *OXT* for younger and *GBX2, TCF7L2, GRM2*, and *MGAM* for older cockerels).

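In 3-week-old birds the expression in HGR over LGR was 6.59-fold for AVP and 4.98-fold for OXT, and 38.3-fold and 36.7-fold with voomWithQualityWeights and 22.8-fold and 14.6-fold with the replicate number as a block; ARAP1 and MGAM were not analysed here. GBX2 (ENSGALG00000013342, chromosome 7 from 5187307 to 5190674), a homeobox gene, had 24.2 ± 8.97 CPM in 6-week-old HGR and 3.70 ± 1.31 CPM in LGR birds (SD, n = 4 each), 6.54-fold higher in HGR birds. For GBX2 the log2 fold change was -2.71 (standard error 0.33, adjusted p = 0.0261 by edgeR with Benjamini-Hochberg adjustment), with every HGR bird above every LGR bird. TCF7L2 (ENSGALG00000008883, chromosome 6 from 27067493 to 27239223), a transcription factor of the Wnt pathway, had 78.8 ± 44.0 CPM in HGR and 15.4 ± 1.22 CPM in LGR birds (SD, n = 4 each), 5.12-fold. For TCF7L2 the log2 fold change was -2.36 (standard error 0.37, edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.0338), and HGR and LGR values did not overlap. Over the other tests, scalings, filters and designs the adjusted p of GBX2 ranged from 5.39e-14 to 0.160 and that of TCF7L2 from 1.01e-05 to 0.126, the direction being the same in all 8 birds. Both lost their call with voomWithQualityWeights (log2 fold changes of -2.66 and -2.12) and in one fit over all 16 libraries, and TCF7L2 also with the replicate number as a block. With birds left out, edgeR called GBX2 in 7 and TCF7L2 in 5 of 24 fits, and DESeq2 in 13 and 16 of 16. In the 6-week HGR birds both genes and the thalamus marker index rose in the same order, from replicate 1 to replicate 4. The 17 genes called higher in HGR birds, these among them, varied together in the 3-week birds, with a mean pairwise r of 0.550 within groups. GRM2 (ENSGALG00000003839, chromosome 12 from 2896123 to 2901591), a metabotropic glutamate receptor, was 4.65-fold higher in HGR birds, with 9.72 ± 9.44 CPM against 2.09 ± 0.965 CPM (SD, n = 4 each). A log2 fold change of -2.22 for GRM2 (standard error 0.73) did not pass (adjusted p = 0.161 by edgeR with Benjamini-Hochberg adjustment), and 3 of 4 HGR birds lay above the LGR mean. At 3 weeks the log2 fold changes were -0.45 for GBX2 (of both signs in the fits with birds left out), -0.68 for TCF7L2 and -1.81 for GRM2. The change between the ages was -2.26 for GBX2 (standard error 0.97; adjusted p = 0.858 over all genes and 0.107 over the named genes, edgeR with Benjamini-Hochberg adjustment), with 3 of 4 HGR birds above the LGR mean at 3 weeks and 4 of 4 at 6 weeks. For TCF7L2 this change was -1.68 (standard error 0.64) and for GRM2 -0.42 (standard error 1.07), neither past the threshold over the named genes.

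**Figure D1:**
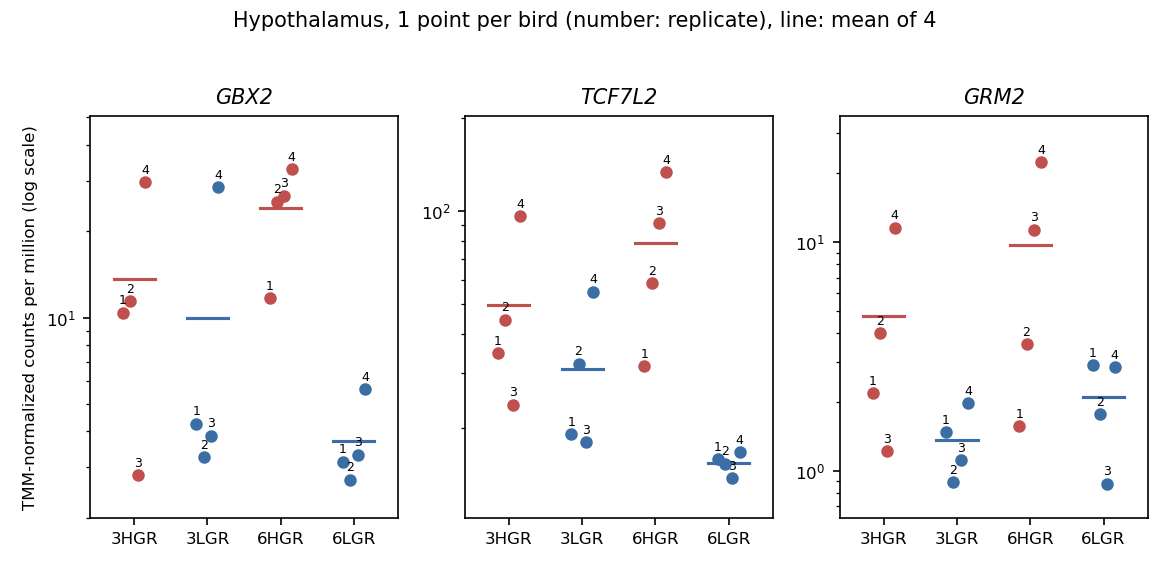
GBX2, TCF7L2 and GRM2 in the hypothalamus, as TMM-normalized CPM on a log axis, for HGR (red) and LGR (blue) birds of 3 and 6 weeks; each point is 1 bird with its replicate number and each line the mean of 4. At 6 weeks GBX2 lies between 11.7 and 33.0 CPM in HGR and between 2.71 and 5.63 CPM in LGR birds.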

### Validation of RNA-seq results and qPCR analysis

Eight DEGs have been validated by the qPCR method and then compared with RNA-seq results using Pearson correlation. The obtained results are accessed by following the link goo.gl/4XX5mt. The lowest R coefficient was 0.82 for *ALDH1A1* (*P*-value = 2.7E-09). Therefore, the qPCR analysis confirmed the RNA-seq results. The comparison between LGR and HGR cockerels groups indicates significantly increased expression of *POMC, ALDH1A1, BSX, PMCH,* and *NPY* genes in LGR birds. In turn, *OXT* gene expression shows the opposite tendency (Fig. 2).

**Fig. 2:**
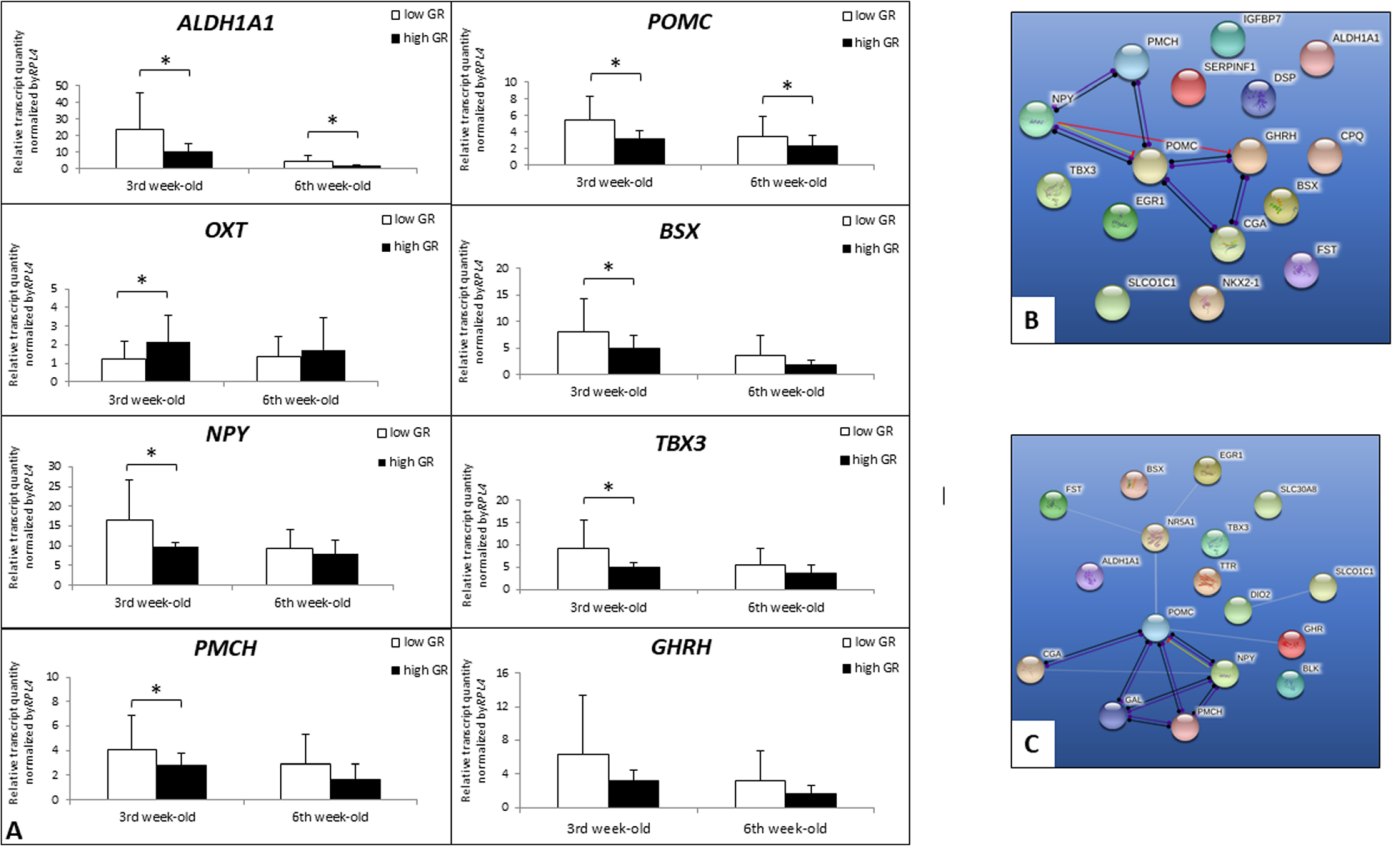
DEGs involved in the regulation of hormonal level. Relative transcript abundance of genes evaluated in the hypothalamus of broilers characterised high (high GR) and low growth rate (low GR) (**a**) and the relationship of genes coding protein involved in the hormonal regulation up-regulated in 3-week-old low growth rate (LGR) cockerels (**b**) and up-regulated in 6-week-old LGR cockerels (**c**). The efficiency of PCR reactions was estimated based on the standard curve method. The gene expression levels were calculated using the delta-delta CT method [20], and the significant differences in gene expression levels between HGR and LGR individuals within each age group were determined by ANOVA (Duncan’s post hoc test; SAS Enterprise v. 7.1 with default settings; SAS Institute, Cary, USA)

## Discussion

The artificial selection in broiler chickens carried out over the recent decades focused on the increase of bird efficiency. The growth rate was the prime selection trait since the 1950s, and significant progress achieved due to the rise in pectoralis muscle yield and feed efficiency. Currently, broilers reach the slaughter weight faster due to more effective digestion and better energy utilisation during growth [21]. However, the growth rate of broiler chickens is not uniform since the slaughter weight can differ by up to 1.5 kg in one population. In turn, the flock uniformity in ‘live weight’ is a crucial measure of performance when optimising feeding programs of broiler population, as it strongly relates to the yield of processed meat. In many countries, including the USA and Australia, the significant financial losses related to numerous meat defects have been observed [14, 15]. The fast growth in broilers is associated with meat defects that reduce production profits. Therefore in the present study, the idea was born to indicate metabolic and signalling processes that are regulated in the hypothalamus under the influence of variable growth rate in broilers. The goal of the study was to pinpoint the important agents, which may enable control of this economically important chicken trait.

The advantage of the study was that the examined birds were selected from the same chicken population (eggs obtained from one source), maintained under the same feeding and housing conditions to minimalize other than genetic factor. Nonetheless, the differences in BW between the groups were high and constituted 176 and 685 g in the 3rd and 6th week from hatching, respectively. The DEG was performed, and results reveal interesting observation related to neurotransmitters regulation of the feeding depends on ontogenesis stages.

*POMC* gene as a precursor for adrenocorticotropic hormones (ACTH), β-endorphin, αmelanocyte-stimulating hormone (αMSH) and βmelanocyte-stimulating hormone (βMSH). It is released by the hypothalamic arcuate nucleus (ARC) and belongs to the anorexigenic molecules [22]. In avians, the regulation by this neurotransmitter is somewhat distinct from that in mammals, since Tachibana et al. [23] observed that broiler chickens artificially selected for their high growth rate were sensitive only to high αMSH doses, which contributed to the suppression of feed intake. In turn, Rice et al. [24] showed an increased *POMC* expression in the hypothalamus of selected high growth rate broilers only after postprandial insulin injection. Honda et al. [25] also suggested that increased feed consumption in broiler chickens could be associated with a lack of β-MSH anorexigenic effect, and an increased level of hypothalamic POMC is not associated with suppressing of food intake. Concerning an ambiguous role of POMC in birds, Boswell and Dunn [26] proposed that avian hypothalamic POMC plays a more significant role in the production of ACTH and β-endorphin than of α-MSH; thus, increased *POMC* expression promotes body mass loss. However, our results show elevated *POMC* mRNA level in the LGR cockerels that characterised by lowered feed intake. This observation supports the thesis of the anorexigenic function of POMC; suppressing hunger and promoting body mass loss. Moreover, in the younger cockerels, positive POMC neuron regulatory element— homeobox protein NK-2 homolog A (Nkx2–1) was found to be overexpressed, and Nkx2–1 ablation from POMC neurons leads to decreased *POMC* expression in adult males and mildly increased their body weight and adiposity [27, 28] (Fig. 3).

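POMC (ENSGALG00000016600, chromosome 3 from 105818021 to 105834013) had 278 ± 53.9 CPM in 3-week-old LGR and 104 ± 57.1 CPM in HGR birds (SD, n = 4 each), and every LGR bird lay above every HGR bird (two-sided exact permutation test, p = 0.0286, the smallest possible). For POMC this gives a log2 fold change of 1.42 (standard error 0.44, adjusted p = 0.774 by edgeR with Benjamini-Hochberg adjustment), and with each bird left out in turn it stayed between 1.09 and 1.69. HGR replicate 4 had 22.8 CPM, against 112 to 156 CPM in the other HGR birds. NPY, NR5A1, TBX3, SOX14, TSHB and the pituitary marker index were also lowest in this bird. So were NKX2-1, BSX, NMU, NPW, GAL, PMCH and ALDH1A1. The arcuate and ventromedial marker index, which includes POMC, was higher in LGR birds at 3 weeks (two-sided exact permutation p = 0.0286, 0.114 with Benjamini-Hochberg adjustment). A differing share of that region in the dissection cannot be told apart from a difference with growth rate. At 6 weeks POMC had 96.04 ± 58.7 CPM in LGR and 66.5 ± 38.1 CPM in HGR birds (SD, n = 4 each), a log2 fold change of 0.53 that lay within its standard error of 0.62 and changed sign in at least 1 fit with birds left out, with 3 of 4 LGR birds above the HGR mean. The change of the effect between the ages was -0.90 (standard error 0.84), which was not past the threshold over the named genes (adjusted p = 0.424, edgeR with Benjamini-Hochberg adjustment), with 4 of 4 LGR birds above the HGR mean at 3 weeks.

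**Figure D2:**
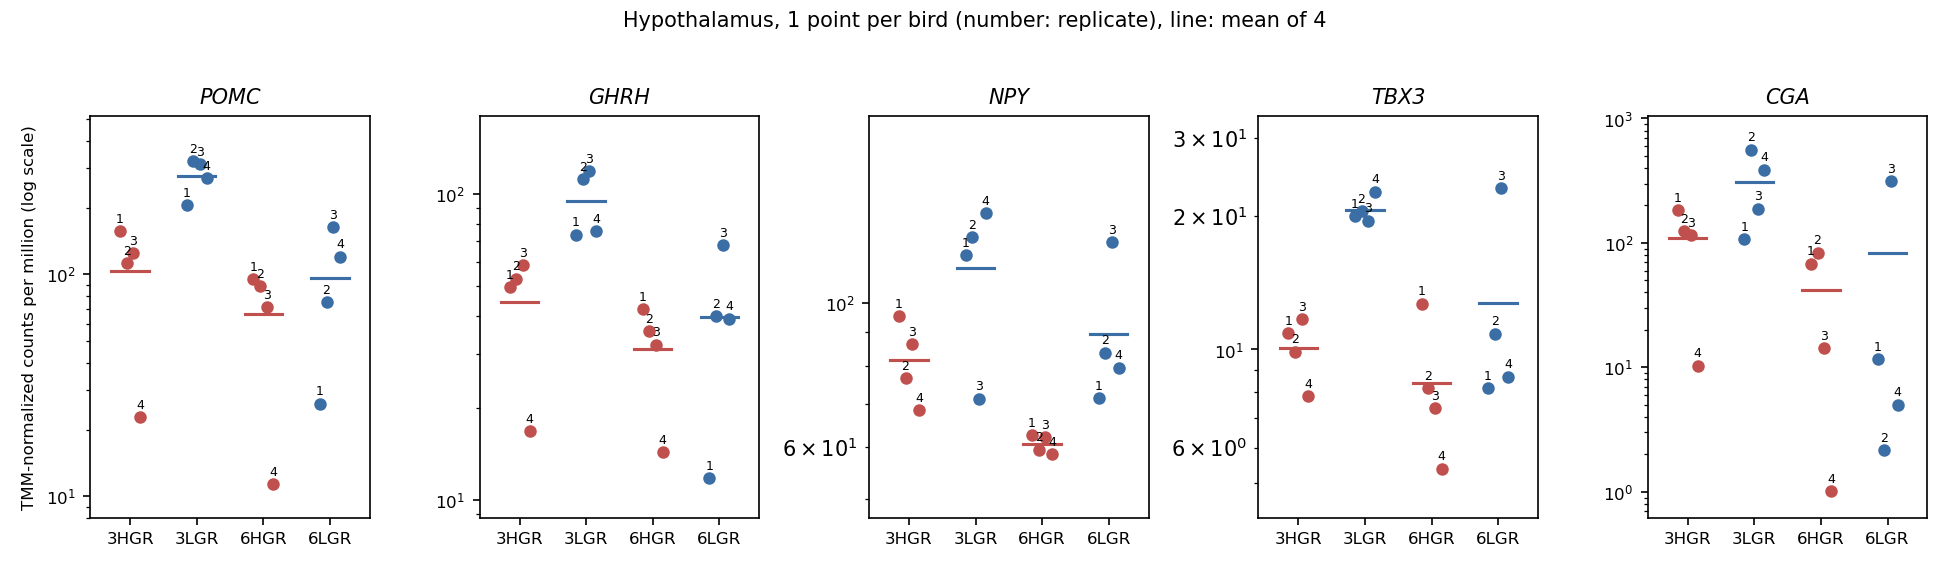
POMC, GHRH, NPY, TBX3 and CGA in the hypothalamus, as TMM-normalized CPM on a log axis, for HGR (red) and LGR (blue) birds of 3 and 6 weeks; each point is 1 bird with its replicate number and each line the mean of 4. At 3 weeks HGR replicate 4 is the lowest of the 8 birds for all 5 genes.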

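NKX2-1 (ENSGALG00000037632, chromosome 5 from 36673811 to 36676121) had 30.4 ± 4.48 CPM in LGR and 18.4 ± 4.73 CPM in HGR birds at 3 weeks (SD, n = 4 each). Its log2 fold change of 0.72 (standard error 0.20, adjusted p = 0.773 by edgeR with Benjamini-Hochberg adjustment) was shared by all birds, since the lowest LGR value, 24.9 CPM, was above the highest HGR value, 22.3 CPM. Leaving out 1 bird at a time gave 0.55 and 0.83 as the lowest and highest values. In older birds the log2 fold change of NKX2-1 was 0.38 (standard error 0.19), and the change between the ages was -0.35 (standard error 0.29).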

**Fig. 3:**
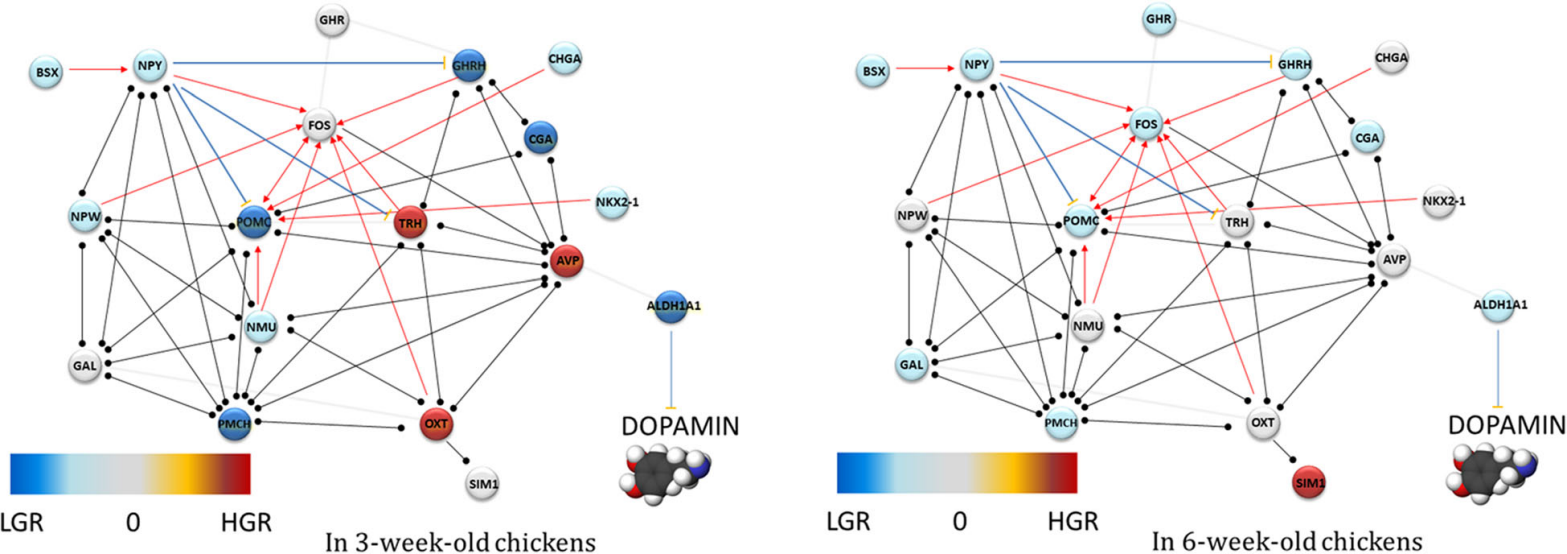
The connection of GR-regulated genes that were associated with feeding behaviour (**a**) in 3-week-old and (**b**) in 6-week-old chickens. The colour saturation is changed along with the level of fold-change, down-regulated genes (orbs) in blue colour, up-regulated in red colour, and in grey colour that were not regulated in response to the growth rate. → inducing, activation; •-• interaction; ⊥ inhibition

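GHRH, CHGA and TRH, which Fig. 3 also shows, were tested at both ages. GHRH (ENSGALG00000003842, chromosome 20 from 5188787 to 5196285), growth hormone releasing hormone, had 94.8 ± 23.5 CPM in 3-week-old LGR and 44.5 ± 18.8 CPM in HGR birds (SD, n = 4 each). For GHRH the log2 fold change was 1.09 (standard error 0.33, adjusted p = 0.774 by edgeR with Benjamini-Hochberg adjustment) with every LGR bird above every HGR bird, HGR replicate 4 being the lowest at 16.7 CPM. In 6-week-old birds the log2 fold change of GHRH was 0.36 (standard error 0.46) and reversed in at least 1 fit with birds left out. CHGA (ENSGALG00000010820, chromosome 5 from 44953316 to 44963482), chromogranin A, had a log2 fold change of 0.88 (standard error 0.38) at 3 weeks and 0.19 (standard error 0.42) at 6 weeks, where it rested on LGR replicate 3 with 1291 CPM, the bird that was also highest for CGA and TSHB, and changed sign in at least 1 fit with birds left out. TRH (ENSGALG00000008490, chromosome 12 from 19745136 to 19749692), thyrotropin releasing hormone, had 36.0 ± 20.4 CPM in LGR and 62.1 ± 12.4 CPM in HGR birds at 3 weeks and 65.5 ± 9.35 and 45.5 ± 5.80 CPM at 6 weeks (SD, n = 4 each). Its log2 fold change was -0.79 (standard error 0.39) at 3 weeks and 0.53 (standard error 0.12) at 6 weeks, where every LGR bird lay above every HGR bird. The change in TRH between the ages, 1.31 (standard error 0.45), did not pass adjustment over all genes (adjusted p = 0.845, edgeR with Benjamini-Hochberg adjustment) or over the named genes (adjusted p = 0.0930), though 4 of 4 LGR birds lay on opposite sides of the HGR mean at the 2 ages.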

Another hypothalamic hormone-neuropeptide Y (NPY) that is associated with the nutritional state was identified as DEG depending on GR. 

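NPY (ENSGALG00000010983, chromosome 2 from 31521047 to 31529071) had 113 ± 29.0 CPM in LGR and 81.6 ± 11.7 CPM in HGR birds at 3 weeks, and 89.6 ± 23.4 and 60.7 ± 2.00 CPM at 6 weeks (SD, n = 4 each). Expression in LGR birds was 38.6% higher at 3 weeks and 47.7% higher at 6 weeks. With voomWithQualityWeights it was 18.9% and 45.8% higher. Fits with birds left out ranged from 28.8% to 55.7% at 3 weeks and from 27.1% to 59.7% at 6 weeks. The log2 fold changes were 0.47 (standard error 0.19) and 0.56 (standard error 0.15). Neither passed adjustment over all genes by edgeR with Benjamini-Hochberg adjustment (adjusted p = 0.855 and 0.103), with 3 of 4 LGR birds above the HGR mean at 3 weeks and all 4 above every HGR bird at 6 weeks. DESeq2 called NPY at 6 weeks in 10 of 16 fits that each left out 1 HGR and 1 LGR bird, but not over all birds, where its fold change was under 1.5.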

The increased NPY (+ 50%) expression was noticed in the examined LGR cockerels, which was in line with previous studies [29, 30]. 

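The effect of the growth rate group on NPY changed by 0.0865 on the log2 scale from 3 to 6 weeks (standard error 0.26), which is less than its standard error. Single 3-week LGR birds had 71.3 to 137 CPM and HGR birds 68.4 to 95.3 CPM, so the groups overlapped (two-sided exact permutation test, p = 0.114).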

The present results show that increased *NPY* expression is associated with lowered feed intake, particularly in younger 3-week-old cockerels. 

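BSX (ENSGALG00000006515, chromosome 24 from 3098292 to 3100225) was expressed at a low level, with 8.95 ± 2.14 CPM in 3-week-old LGR and 4.78 ± 1.33 CPM in HGR birds (SD, n = 4 each). BSX thus had a log2 fold change of 0.91 (standard error 0.25; edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.773), with 3 of 4 LGR birds above every HGR bird. With 1 bird left out at a time the values lay between 0.75 and 1.07. At 6 weeks BSX had a log2 fold change of 0.66 (standard error 0.31), with all 4 LGR birds above the HGR mean.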

In the same analysed cockerel group, NPY neuron regulatory element— brain-specific homeobox protein (BSX) was found to be overexpressed. The role of BSX was also examined in the loss-of-function study included ob/ob mice [31], where authors confirmed the requirement of BSX for physiological expression of NPY/AgRP and stimuli of hyperphagic response. Therefore the increased BSX expression level could be associated with its NPY regulatory function in avians, as well. Moreover, in 6LGR broiler increased *FOS* expression was observed that encodes c-Fos proto-oncogene. 

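FOS (ENSGALG00000028037, chromosome 5 from 38264804 to 38267713) had 42.8 ± 16.9 CPM in 6-week-old LGR and 21.5 ± 1.74 CPM in HGR birds (SD, n = 4 each), and the lowest LGR bird, with 24.8 CPM, lay above the highest HGR bird, with 23.8 CPM (two-sided exact permutation test, p = 0.0286, the smallest possible). The log2 fold change of 1.00 (standard error 0.25) had an adjusted p of 0.0923 by edgeR with Benjamini-Hochberg adjustment, the direction being the same in all birds. DESeq2 called FOS, with a log2 fold change of 0.99 shared by all birds and an adjusted p of 0.00214 by Benjamini-Hochberg adjustment; the range over the other tests, scalings, filters and designs was 0.00214 to 0.191. At 3 weeks the log2 fold change of FOS was 0.43 (standard error 0.26), and the change between the ages was 0.56 (standard error 0.40).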

FOS is induced by NPY in insulin companion that action promotes food intake [32]. Further, it is highly probable that TRH mediates the NPY hyperphagia effect via c-FOS [33] (Fig. 3).

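ALDH1A1 (ENSGALG00000015147, chromosome Z from 35893999 to 35947479), an aldehyde dehydrogenase gene, had 176 ± 27.1 CPM in LGR and 67.8 ± 34.2 CPM in HGR birds at 3 weeks (SD, n = 4 each). Each LGR bird lay above each HGR bird, with a log2 fold change of 1.38 (standard error 0.36, adjusted p = 0.773 by edgeR with Benjamini-Hochberg adjustment). At 6 weeks ALDH1A1 had 37.8 ± 22.4 CPM in LGR and 22.8 ± 12.4 CPM in HGR birds (SD, n = 4 each), and the log2 fold change was 0.73 (standard error 0.47), with 3 of 4 LGR birds above the HGR mean and a change of sign in at least 1 fit with birds left out. PMCH (ENSGALG00000012757, chromosome 1 from 55426369 to 55427757) had 46.6 ± 21.2 and 20.0 ± 5.17 CPM in LGR and HGR birds at 3 weeks and 19.6 ± 5.63 and 13.5 ± 3.38 CPM at 6 weeks (SD, n = 4 each). Its log2 fold changes were 1.22 (standard error 0.33) and 0.54 (standard error 0.24), with 3 of 4 LGR birds above the HGR mean at each age and adjusted p of 0.773 and 0.259 by edgeR with Benjamini-Hochberg adjustment.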

ALDH1A1, PMCH, and GAL genes were also differentially expressed in response to different GR and showed increased expression in LGR birds. In the mammal hypothalamus, ALDH1A1 participates in the metabolism of dopamine [34] and decreases its extracellular level. Mebel et al. [35] indicated that mesolimbic dopamine (DA) released in the ventral tegmental area of the brain of mammals implicated in the incentive, reinforcing and motivational aspects of food intake. Moreover, this signalling is sensitive to palatable food with high fat and sugar content that activate DA reward circuitry [36]. However, in chickens, intracerebroventricular injection of dopamine decreases food intake and induces hypophagia [37]. The *PMCH* encodes pre-melanin-concentrating hormone, which is associated with the regulation of feeding behaviour by decreasing energy expenditure and increasing food intake [38]. Sun et al. [39] found in chickens the relationship between a missense *PMCH* variant and shear force measured in the breast and leg muscles, but without effects on growth performance. In the present study, increased *ALDH1A1* and *PMCH* expressions in the LGR chickens at both ages were observed, and between 3rd and 6th week, these differences showed a downward trend. Moreover, the LGR birds showed lowered growth rate and feed intake, what contradicts of the orexigenic function of both molecules in the avian hypothalamus. 

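The change of the log2 fold change from 3 to 6 weeks was -0.65 for ALDH1A1 (standard error 0.65) and -0.68 for PMCH (standard error 0.45). Neither passed adjustment over all genes (adjusted p = 0.871 and 0.858, edgeR with Benjamini-Hochberg adjustment) or over the named genes (adjusted p = 0.439 and 0.332), and the number of LGR birds above the HGR mean was 4 at 3 weeks and 3 at 6 weeks for ALDH1A1 and 3 at both ages for PMCH. With 1 bird of either group left out, the log2 fold change of ALDH1A1 lay between 1.08 and 1.59 at 3 weeks and between 0.25 and 1.11 at 6 weeks; for PMCH the ranges were 0.94 to 1.47 and 0.35 to 0.70. DESeq2 called ALDH1A1 at 3 weeks in 1 of 4 fits that each left out an HGR bird, the fit without replicate 4, and PMCH in 1 of the 4, the fit without replicate 2.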

*GAL* encodes galanin that is believed to be an acute feeding behaviour stimulator in the mammals [40]. Fang et al. [41] described that endogenous galanin contributes to regulating glucose uptake because it decreases insulin resistance and improves its sensitivity. In birds, the role of galanin is not precisely clear since contradictory literature evidence can be found [23]. While, the present study found increased hypothalamic GAL expression in 6LGR broilers, in which low body mass was likely the consequence of low feed intake. 

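GAL (ENSGALG00000007047, chromosome 5 from 16598913 to 16606875) had 207 ± 25.1 CPM in 6-week-old LGR and 137 ± 31.1 CPM in HGR birds (SD, n = 4 each). LGR birds ranged from 187 to 242 CPM and HGR birds from 91.7 to 163 CPM, without overlap. Between the groups the log2 fold change was 0.60 (standard error 0.16, adjusted p = 0.104 by edgeR with Benjamini-Hochberg adjustment, higher in 4 of 4 LGR birds). With DESeq2 GAL was called at a log2 fold change of 0.59 in the same 4 birds (adjusted p = 0.00559 by Benjamini-Hochberg adjustment; 0.00559 to 0.318 over the other tests, scalings, filters and designs). At 3 weeks GAL had a log2 fold change of 0.41 (standard error 0.24), and the change between the ages, 0.18 (standard error 0.31), was smaller than its standard error.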

The present results deny of orexigenic galanin action at least at this developmental stage in broilers, although Tachibana et al. [40] suggested that galanin function in the vertebrates is constant.

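AVP (ENSGALG00000014117, chromosome 4 from 89222770 to 89224343), named here by its position, lies next to OXT (ENSGALG00000019026, chromosome 4 from 89219041 to 89220542), which is named from the paper's File S2; the paper's text does not state how reads shared by these paralogs were counted. In 3-week-old HGR birds AVP had 3486 ± 715 CPM, and in LGR birds 529 ± 711 CPM (SD, n = 4 each). The LGR birds differed widely, with 1533, 21.5, 27.7 and 534 CPM in replicates 1 to 4, and all lay below the lowest HGR bird at 2522 CPM (two-sided exact permutation test, p = 0.0286, the smallest possible). For AVP the log2 fold change was -2.72 (standard error 1.08; adjusted p = 0.855 by edgeR with Benjamini-Hochberg adjustment), lower in 4 of 4 LGR birds. OXT had 1016 ± 487 CPM in HGR and 204 ± 238 CPM in LGR birds (SD, n = 4 each), with 492, 11.3, 6.75 and 306 CPM in LGR replicates 1 to 4 and 572 CPM or more in HGR birds. For OXT the log2 fold change was -2.32 (standard error 1.07; adjusted p = 0.856 by edgeR with Benjamini-Hochberg adjustment), with every LGR bird below every HGR bird. The same 2 LGR birds, replicates 2 and 3, were lowest for both genes. The index of 5 other genes of the paraventricular region was also lower in LGR birds (two-sided exact permutation test, p = 0.0571).

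**Figure D3:**
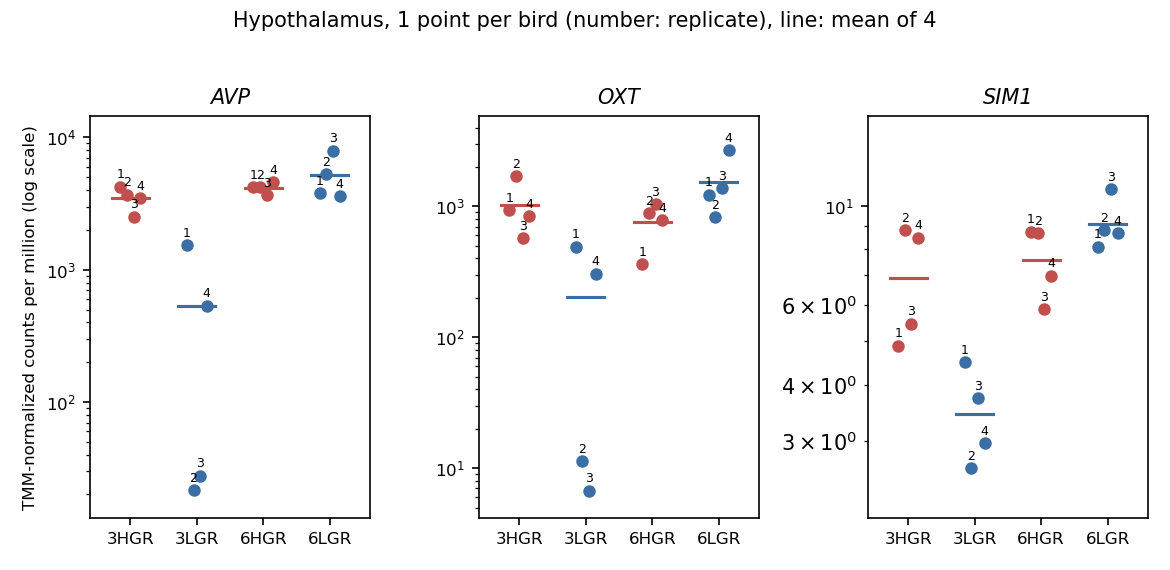
AVP, OXT and SIM1 in the hypothalamus, as TMM-normalized CPM on a log axis, for HGR (red) and LGR (blue) birds of 3 and 6 weeks; each point is 1 bird with its replicate number and each line the mean of 4. At 3 weeks the 4 LGR birds lie below the 4 HGR birds for all 3 genes.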

In 3-week-old HGR chickens, increased expression of *AVP* and *OXT* was observed. Both neurotransmitters are known as regulators of nutritional status in the mammals [42, 43]. The paraventricular nucleus of the mammalian hypothalamus (PVH) is the central localisation of melanocortin action. The melanocortin system components are crucial for energy homeostasis. In turn, arginine vasopressin encoded by AVP gene is expressed in the mammalian PVH, and is induced by anorectic melanocortin agonist melanotan II (MTII). Pei et al. [42] examined the effect of AVP on feed intake by using a specific knock-out (KO) mice in combination with a viral vector to manipulate PVH-AVP, and stated that PVH-AVP neurons are critical components for transducing the anorectic effect of melanocortin agonists. 

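At 6 weeks AVP had 4161 ± 385 CPM in HGR and 5153 ± 2006 CPM in LGR birds (SD, n = 4 each), and the log2 fold change of 0.31 (standard error 0.22) had 2 of 4 LGR birds above the HGR mean and changed sign in at least 1 fit with birds left out. The growth rate effect on AVP changed by 3.03 between the ages (standard error 1.20). This change had an adjusted p of 0.858 over all genes and of 0.0930 over the named genes by edgeR with Benjamini-Hochberg adjustment, and so was not past the threshold, with 4 of 4 LGR birds below every HGR bird at 3 weeks. Leaving out single birds at 3 weeks gave log2 fold changes from -4.18 to -2.32.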

The increased *AVP* expression in the hypothalamus was observed only in 3-week-old HGR cockerels with increased feed intake. Thus, a doubtful role of AVP as a mediator during the transduction of anorectic MTII action at this developmental stage in broilers, or different signalling pipeline of MTII in this context. The OXT gene encodes oxytocin that is expressed in the PVH, which was confirmed in mammals. Numerous studies reported an anorexigenic effect of oxytocin in rats [44, 45]. Early studies suspected that OXT action during appetite suppression displays in homeostatic modulation of sodium balance [46]. In turn, the recent research suggests that oxytocin limits food intake rich in sucrose by suppressing the reward pathway [43]. 

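At 6 weeks the direction was the opposite one: OXT had 766 ± 287 CPM in HGR and 1528 ± 799.7 CPM in LGR birds (SD, n = 4 each). The log2 fold change of 1.00 (standard error 0.38, adjusted p = 0.207 by edgeR with Benjamini-Hochberg adjustment) had 3 of 4 LGR birds above every HGR bird. With 1 bird left out it lay between 0.58 and 1.20. The effect changed by 3.32 on the log2 scale between the ages (standard error 1.25), which did not pass adjustment over the named genes (adjusted p = 0.0930, edgeR with Benjamini-Hochberg adjustment), although all 4 LGR birds were below the HGR mean at 3 weeks and above it at 6 weeks.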

The increased *OXT* expression in the HGR group that was characterised by increased feed intake suggests for a different function of OXT during nutritional regulation. Moreover, in older 6-week-old broilers, 2-fold increased *SIM1* expression was observed. 

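SIM1 (ENSGALG00000015466, chromosome 3 from 71185380 to 71225432) had 7.58 ± 1.39 CPM in 6-week-old HGR and 9.12 ± 1.22 CPM in LGR birds (SD, n = 4 each), an expression in HGR of 0.830 times that in LGR birds. The log2 fold change of 0.27 (standard error 0.16) had an adjusted p of 0.394 by edgeR with Benjamini-Hochberg adjustment, with 4 of 4 LGR birds above the HGR mean; the groups overlapped (two-sided exact permutation test, p = 0.200). At 3 weeks SIM1 had 6.92 ± 2.03 CPM in HGR and 3.45 ± 0.835 CPM in LGR birds (SD, n = 4 each), 2.01-fold in HGR over LGR. The log2 fold change there was -1.01 (standard error 0.26, adjusted p = 0.773 by edgeR with Benjamini-Hochberg adjustment), with every LGR bird below every HGR bird. DESeq2 did not call SIM1 at 3 weeks with all birds of that age. It did so in 1 of 4 fits that each left out an HGR bird. A DESeq2 fit over all 16 libraries, chosen after seeing the data, also called it.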

SIM1 encodes transcription factor single-minded 1 that was found to interact with oxytocin [47]. The authors suggested that SIM1-expressing PVN neurons regulate feeding in response to melanocortin signalling but not energy expenditure. Therefore in the mammals, SIM1 is believed to be an anorexigenic molecule. In addition, Michaud et al. [48] indicated that SIM1 upstream regulation of *POU3F2* expression is related to differentiation of the specific neuroendocrine lineage of the PVH and secretion of OXT. The present study, as a first report, shows that increased *SIM1* expression was positively correlated with body mass and feed intake in broilers what suggest the orexigenic effect of this molecule in avians.

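Body mass and feed intake of the single birds were not analysed here, so no correlation with SIM1 was computed. The growth rate effect on SIM1 differed between the ages by 1.27 on the log2 scale (standard error 0.31). The adjusted p was 0.498 over all genes tested and 0.0210 over the 25 named genes by edgeR with Benjamini-Hochberg adjustment, and 4 of 4 LGR birds were below the HGR mean at 3 weeks and above it at 6 weeks. Over the alternatives, fits with birds left out among them, the value adjusted over the named genes ranged from 0.00242 to 0.0592. SIM1 was expressed at 2.61 to 10.9 CPM in LGR and 4.88 to 8.83 CPM in HGR birds over both ages. The named genes are the paper's own selection from these data, so the value adjusted over them is no independent support. SIM1 also belongs to the paraventricular index, whose difference without AVP and OXT went from -1.18 at 3 weeks to 1.03 at 6 weeks. A differing share of that region in the dissection cannot be told apart from a change in SIM1 itself.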

The present study shows that numerous orexigenic and anorexigenic molecules examined previously in the mammals seems to play a different role in the regulation of birds feeding behaviour. Nevertheless, the activity of neuromedin U (NMU) and neuropeptide W (NPW) in cockerels seems to be in line with previous studies in the mammals, because in the hypothalamus of 3LGR birds increased expression of both neurotransmitters was observed. 

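NMU (ENSGALG00000020151, chromosome 4 from 65450209 to 65461844) had 6.02 ± 1.36 CPM in 3-week-old LGR and 2.51 ± 1.04 CPM in HGR birds (SD, n = 4 each), without overlap between the groups (two-sided exact permutation test, p = 0.0286, the smallest possible). Its log2 fold change was 1.26 (standard error 0.33, adjusted p = 0.773 by edgeR with Benjamini-Hochberg adjustment), in the same direction in all birds, and lay between 1.01 and 1.49 with 1 bird left out. NPW (ENSGALG00000045096, chromosome 14 from 6264051 to 6265653) had 12.2 ± 4.24 CPM in LGR and 7.01 ± 2.03 CPM in HGR birds (SD, n = 4 each), a log2 fold change of 0.80 (standard error 0.28; edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.789), with 3 of 4 LGR birds above every HGR bird. DESeq2 called NMU in 1 of 4 fits that each left out an HGR bird, the fit without replicate 3, and NPW in none of them.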

The anorexigenic action of NMU was examined previously by Wren et al. [49], who found that NMU injected into the PVN or acute nucleus immediately decreased food intake in rats. Moreover, NMU released in the hypothalamus is stimulated by leptin, which is the major anorexigenic molecule. It has been confirmed that in pigs, neuropeptide W increases the feed intake in the bright phase and inhibits it in the dark period [50]. Its function was not fully elucidated, and the authors suggested that NPW regulates feeding behaviour in the hypothalamus by accompanying other feeding-regulating neurons. The present results suggest that NMU and NPW actions in feeding behaviour suppression in birds are dependent on age.

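At 6 weeks NMU had 2.25 ± 0.993 CPM in LGR and 1.71 ± 0.134 CPM in HGR birds, and NPW 8.36 ± 2.53 and 6.27 ± 2.37 CPM (SD, n = 4 each). The log2 fold changes were 0.40 (standard error 0.32) and 0.41 (standard error 0.30), with 3 of 4 LGR birds above the HGR mean for each gene. From 3 to 6 weeks the effect changed by -0.86 for NMU (standard error 0.48) and by -0.39 for NPW (standard error 0.44). The adjusted p of these changes was 0.858 and 0.884 over all genes and 0.230 and 0.491 over the named genes by edgeR with Benjamini-Hochberg adjustment, the LGR mean being higher at both ages in 4 against 4 birds.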

## Conclusion

In the present study, low growth rate chickens with lowered feed intake showed increased expression of genes that are known as orexigenic molecules in the mammals. Our observation indicates for a little distinct feeding behaviour regulation at hormone gene expression levels in avian than it was described by numerous authors in the mammals. Moreover, we presented several candidate genes associated with the growth rate in broiler chickens such as *POMC, NMU, NPW, PMCH, GAL,* and *FOS* that are differentially expressed in the hypothalamus in response to variable growth. 

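All 6 genes had a higher mean in LGR birds at both ages, with log2 fold changes from 0.41 to 1.42 at 3 weeks and from 0.40 to 1.00 at 6 weeks. An unadjusted p under 0.05 was reached by 4 of them at 3 weeks and by 3 at 6 weeks. By edgeR with Benjamini-Hochberg adjustment over all genes none was past the threshold, the adjusted p ranging from 0.773 to 0.881 at 3 weeks and from 0.0923 to 0.698 at 6 weeks, with 4 birds in each group. DESeq2 called FOS and GAL at 6 weeks with all birds. With birds left out it called FOS in 15, GAL in 9 and PMCH in 2 of 16 fits at 6 weeks, and POMC, PMCH and NMU in 1 of 4 fits each at 3 weeks. The paper reasons from the higher expression in LGR birds, which took less feed, that genes held to raise feed intake in mammals have a partly different role in birds. It reads the POMC values as in favour of an anorexigenic function, after calling the role of POMC in birds ambiguous, and says of NMU and NPW that their activity seems to be as earlier studies in mammals describe. For PMCH it writes that the values contradict an orexigenic function in the avian hypothalamus, and for GAL it limits this to at least this developmental stage in broilers. The paper presents the 6 genes as examples of candidate genes associated with the growth rate of broilers.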

The findings narrow the search area for genetic markers, which could be used in the selection procedure, and to promote population homogeneity that determines poultry producers’ profits. The present findings enrich our knowledge in terms of the regulation of nutrition processes in the broiler hypothalamus showing interesting avian hormonal controls of growth and feed intake.

## Methods

### Birds used in the experiment

All conducted chicken trial was approved by the Approving Experiment Committee of National Research Institute of Animal Production (Kraków, Poland), and with the national authority according to the Polish Act on the Protection of Animals Used for Scientific or Educational Purposes of 15 January 2015 (which implements Directive 2010/63/EU of the European Parliament and the Council of 22 September 2010 on the protection of animals used for scientific purposes). Moreover, all procedures were following the guidelines and regulations of the Local Krakow Ethics Committee for Experiments with Animals.

The study included 36 Ross 308 cockerels (300 in total) that were hatched in a commercial poultry hatchery. Eggs were obtained from the Ross 308 parent stock farm located in Wolbrom (Poland). Chicks were delivered to the experimental farm of the National Research Institute of Animal Production located in Aleksandrowice (Poland). Birds were weighed on day 1st and day 14th. Based on broiler mass after 2nd week, they were classified into lighter and heavier groups (*n* = 36) that were kept in separate pens (*n* = 9) on the deep litter with electronically-controlled environmental conditions (temperature, air humidity, lighting regime). During test fattening, traits were measured, such as body weight gain, feed intake and feed conversion ratio (FCR). The cockerels were standardly fed complete starter, grower and finisher diets in the period between days 1–21, 22–35 and 36–45, respectively. In the particular nutrition periods, the diet contained 22, 20.5 and 20.5% crude protein, respectively; and 2990, 3130 and 3130 kcal/kg metabolizable energy, respectively. Feed and water were available ad libitum. Ross 308 chickens show intensive growth on the day 21 from hatching, and in two following weeks, they double their BW and then GR gradually decreases. The present study confirms the differences in the hypothalamic activity at the transcriptome level in HGR and LGR Ross 308 cockerels at these two crucial developmental stages; after week 3 and 6. Eighteen birds were kept until day 22 from hatching (after 3rd week), with 9 in the low growth rate (3LGR) and 9 in the high growth rate (3HGR) groups, and they reached a mean BW of 1.2 kg. The next 18 birds were kept until day 45 (6th week) in the 6LGR and 6HGR groups, and they reached a mean BW of 3.5 kg. Before the slaughter, birds were subjected to a 6-h feed withdrawal but had constant access to water. The birds were euthanized by decapitation after electrical stunning (150 mA, frequency of 200 Hz for 4 s). Then, the whole chicken hypothalamus was collected and stored as was described by Piórkowska et al. [19]. Carcass and growth traits were measured following the method described by Połtowicz et al. [51].

The statistical analysis between high and low growth rate chickens was estimated separately for 3rd and 6th-week old chickens. The data was analysed by the Student’s t-test using Statistica 13.1 (StatSoft Inc.). A significance level of *P* ≤ 0.05 was considered statistically significant.

### cDNA library construction

RNA from hypothalamus was isolated, as was described by Piórkowska et al. [19]. The quality and concentration of RNA were measured using a TapeStation2200 (Agilent, Palo Alto, USA), and obtained RIN values were in the range between 7.3 and 8.4. RNA sequencing was performed for 16 randomly selected hypothalamus samples presenting HGR (*n* = 4) and LGR (*n* = 4) for both ages (Fig. 4). The cDNA libraries were prepared by TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) according to the protocol and indexed with individual adaptors (File S1). The sequencing was performed on a HiScanSQ System (Illumina, San Diego, CA, USA) in 101 bp single end cycles using a TruSeq Kit v3-HS chemistry described by Piórkowska et al. [52].

**Fig. 4:**
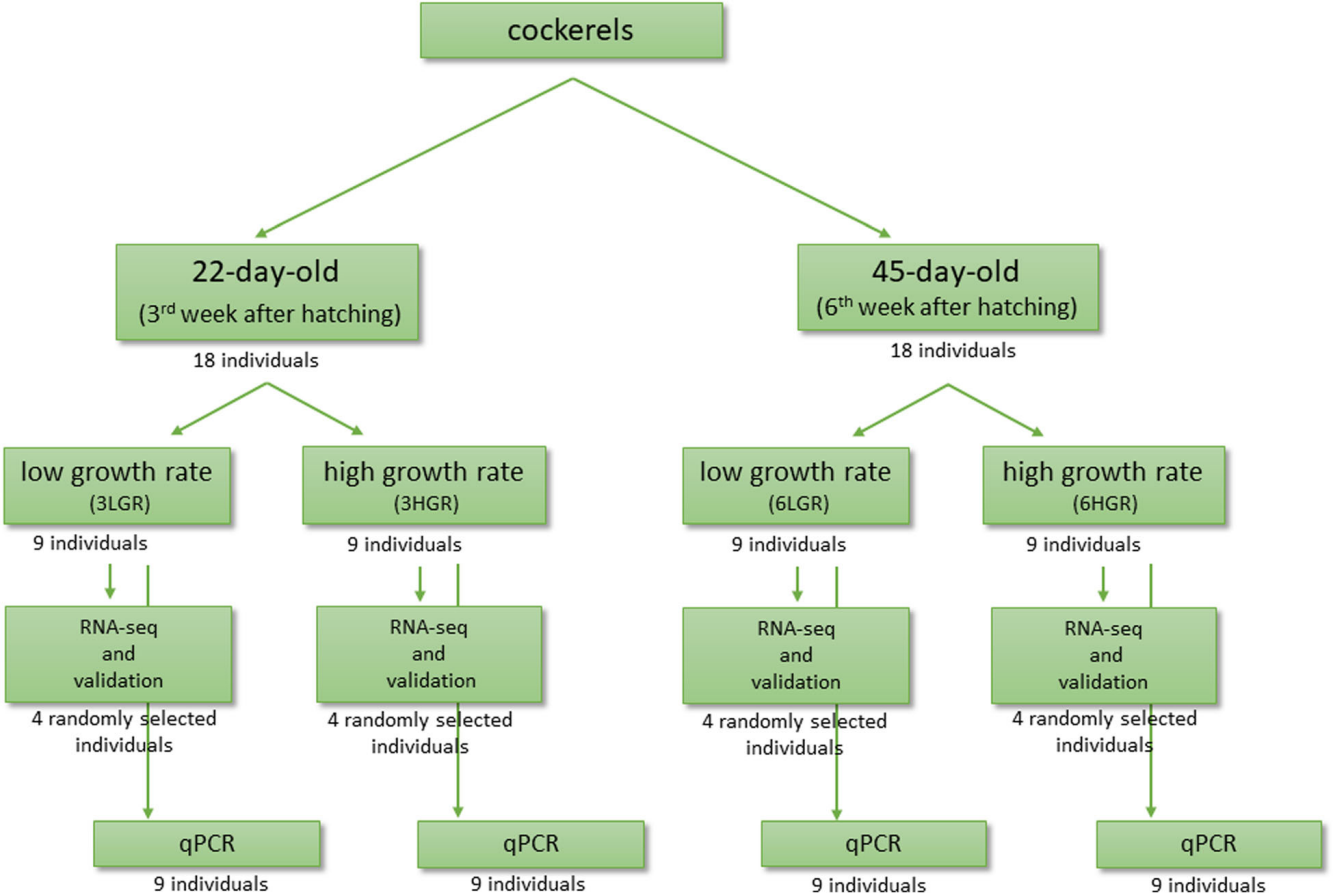
Bird selecting pathway for detecting the differentially expressed genes

### Alignment

Raw reads were processed using the FastQC, Flexbar and CASAVA version 1.8.2 programs (default parameters). The processed reads were aligned to the GCA_000002315.5 genome assembly (Ensembl Genome Browser). The alignment was done by RSEM, v. 1.3.0, and SAMStat software, and to generate statistics RNA-SeQC v1.1.8 (default settings) was used. The RNA sequencing data have been submitted to the Gene Expression Omnibus NCBI (accession number GSE104255).

### Differentially expressed gene analysis

Differentially expressed gene analysis was carried out using DESeq2 [53]. False Discovery Rate (FDR) was used as corrected *p*-values (≤ 0.05) due to multiple analysis. The threshold for gene expression fold change (FC) (comparison between HGR and LGR cockerels) was set at ≥1.5 level. The functional gene analysis was performed based on *G. gallus* reference using STRING v.10.5 and PANTHER™ Classification System v.14.0 tools (with default settings and established FDR at < 0.05 level).

### RNA-seq result validation

Eighth genes were validated by qPCR using *RPL4* and *SDHA* as endogenous controls [54]. qPCR reagents are presented in the supplementary material (File S2). Pearson’s correlation (SAS Enterprise v. 7.1) was used to compare RNA-seq and qPCR results. The genes for validation were chosen based on their relationship to the hormonal regulation.

The estimation of transcript abundance was performed for 36 cockerels at both ages (3- and 6-week-old chickens) and two GR groups (Fig. 4). The standard curve method was used to estimated qPCR. Relative transcript quantity (RQ) was calculated using delta-delta CT method [20], and significant results were determined by ANOVA (Duncan’s post hoc test; SAS Enterprise v. 7.1 with default settings; SAS Institute, Cary, USA).

The scheme of the whole experiment was shown in graphical abstract.

## Supplementary information

**Additional file 1: File S1.** Overall statistics and read annotations obtained for each library.

**Additional file 2: File S2.** Primers and probes used in the qPCR analysis.

## Data Availability

The data generated during the study have been deposited in the GEO (NCBI) under accession number GSE104255 available by link. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104255. Moreover, RNA-sequencing cleaned reads were aligned to the reference chicken genome GCA_000002315.5 available by link https://www.ensembl.org/Gallus_gallus/Info/Index. Functional analysis was perofroed using STRING: functional protein association networks v. 10.5 (https://string-db.org/) and PANTHER™ 14.0 (http://www.pantherdb.org/).

## Abbreviations

GR: Growth rate
NPY: Neuropeptide Y
ALDH1A1: Aldehyde dehydrogenase 1 family, member A1
GAL: Galanin
PMCH: Pro-Melanin concentrating hormone
GIEWS: Global Information and early warning system
DPM: Deep pectoralis myopathies
PSE: Pale, soft and exudative meat
SREBF1: Sterol regulatory element-binding transcription factor 1
LPL: Lipoprotein lipase
HGR: High growth rate
LGR: Low growth rate
DEGs: Differentially expressed genes
FCR: Feed conversion ratio
ACTH: Adrenocorticotropic hormones
αMSH: αmelanocyte-stimulating hormone
βMSH: βmelanocyte-stimulating hormone
ARC: Arcuate nucleus
BSX: Homeobox protein
POMC: Pro-opiomelanocortin
PVH: Mammalian hypothalamus
AVP: Arginine vasopressin
MTII: Melanocortin agonist melanotan II
OXT: Oxytocin
SIM1: Transcription factor single-minded 1
VP: Vasopressin
TRH: Thyrotropin-releasing hormone
CRH: Corticotropin-releasing hormone
GHIH: Somatostatin
NMU: Neuromedin U
NPW: Neuropeptide W
FDR: False discovery rate

# Supplementary material for: Identification of candidate genes and regulatory factors related to growth rate through hypothalamus transcriptome analyses in broiler chickens
**Source:** BMC Genomics. 2020 Jul 23;21:509. doi: 10.1186/s12864-020-06884-5
**Supplement:** Supplementary file 1 — Additional file 1: File S1. Overall statistics and read annotations obtained for each library.

| **Table S1.** Overall statistics and read annotations obtained for each library. | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | ROSS308_3LGR_1 | ROSS308_3LGR_2 | ROSS308_3LGR_3 | ROSS308_3LGR_4 | ROSS308_3HGR_1 | ROSS308_3HGR_2 | ROSS308_3HGR_3 | ROSS308_3HGR_4 |
| Indexes/ pooling lane1;3;5;7 | AR004 | AR005 | AR006 | AR007 | AR008 | AR011 | AR012 | AR013 |
| Total purity filtered reads sequenced | 22 368 454 | 23 487 271 | 21 195 496 | 21 760 511 | 24 100 292 | 23 697 330 | 25 871 916 | 25 222 717 |
| Alternative alignments | 1 235 584 | 1 439 409 | 1 307 849 | 1 390 977 | 1 481 718 | 1 428 338 | 1 559 170 | 1 510 397 |
| Exonic Rate | 0.70 | 0.69 | 0.68 | 0.70 | 0.69 | 0.69 | 0.69 | 0.69 |
| Intronic Rate | 0.090 | 0.088 | 0.086 | 0.078 | 0.080 | 0.082 | 0.085 | 0.087 |
| Transcripts detected | 28 206 | 28 317 | 28 017 | 27 898 | 27 968 | 28 153 | 28 215 | 28 060 |
| Genes detected | 10 338 | 10 349 | 10 289 | 10 283 | 10 299 | 10 309 | 10 342 | 10 296 |
| Base Mismatch Rate | 0.005 | 0.004 | 0.005 | 0.004 | 0.004 | 0.004 | 0.004 | 0.004 |
| **Alignment** |  |  |  |  |  |  |  |  |
| Number of input reads | 23 257 119 | 24 326 292 | 22 110 816 | 22 708 636 | 25027122 | 24532702 | 26819747 | 26169402 |
| % of uniquely mapped reads | 90.82 | 90.48 | 89.84 | 89.71 | 90.27 | 90.73 | 90.48 | 90.42 |
| % of reads mapped to multiple loci | 4.84 | 5.56 | 5.49 | 5.60 | 5.51 | 5.36 | 5.47 | 5.44 |
| Sample | ROSS308_6LGR_1 | ROSS308_6LGR_2 | ROSS308_6LGR_3 | ROSS308_6LGR_4 | ROSS308_6HGR_1 | ROSS308_6HGR_2 | ROSS308_6HGR_3 | ROSS308_6HGR_4 |
| Indexes/pooling lane1;3;5;7 | AR014 | AR015 | AR016 | AR018 | AR019 | AR020 | AR023 | AR027 |
| Total purity filtered reads sequenced | 23 481 476 | 21 886 178 | 23 142 988 | 21 459 556 | 23 441 751 | 20 409 838 | 22 747 714 | 24 845 405 |
| Alternative alignments | 1 329 734 | 1 265 177 | 1 362 205 | 1 276 773 | 1 389 046 | 1 189 051 | 1 336 307 | 1 419 671 |
| Exonic Rate | 0.70 | 0.70 | 0.70 | 0.69 | 0.69 | 0.69 | 0.69 | 0.69 |
| Intronic Rate | 0.084 | 0.084 | 0.086 | 0.086 | 0.084 | 0.084 | 0.086 | 0.086 |
| Transcripts detected | 28 288 | 27 982 | 28 226 | 27 911 | 28 130 | 27 727 | 27 975 | 28 046 |
| Genes detected | 10 325 | 10 264 | 10 332 | 10 236 | 10 307 | 10 223 | 10 283 | 10 298 |
| Base Mismatch Rate | 0.004 | 0.004 | 0.005 | 0.005 | 0.004 | 0.004 | 0.004 | 0.004 |
| **Alignment** |  |  |  |  |  |  |  |  |
| Number of input reads | 24 324 918 | 22 668 099 | 24 038 010 | 22 273 733 | 24329666 | 21233340 | 23586068 | 25760675 |
| % of uniquely mapped reads | 90.93 | 90.80 | 90.49 | 90.51 | 90.49 | 90.37 | 90.70 | 90.69 |
| % of reads mapped to multiple loci | 5.07 | 5.22 | 5.24 | 5.30 | 5.35 | 5.24 | 5.24 | 5.24 |

# Supplementary material for: Identification of candidate genes and regulatory factors related to growth rate through hypothalamus transcriptome analyses in broiler chickens
**Source:** BMC Genomics. 2020 Jul 23;21:509. doi: 10.1186/s12864-020-06884-5
**Supplement:** Supplementary file 2 — Additional file 2: File S2. Primers and probes used in the qPCR analysis.

| **Table S2.** Primers and probes used in the qPCR analysis | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | | Primers and Probe  or  Taqman Gene Expression Assay ID | Amplicon length [bp] | Label | Reference sequences accesion numbers | PCR efficiency  % | Exon Boundary |
| *ALDH1A1* | Aldehyde dehydrogenase 1 family, member A1 | Gg03313288_m1 | 146 | VIC | NM_204577.4 | 100 | 6-7 |
| *ALDH6* | Aldehyde Dehydrogenase 1 Family Member A3 | Gg03362468_m1 | 146 | FAM | NM_204577.4 | 101 | 6-7 |
| *RPL4* | Ribosomal Protein L4  **housekeeping gene** | Gg03370187_m1 | 75 | VIC | NM_001007479.1 | 100 | 2-3 |
| *SDHA* | succinate dehydrogenase complex, subunit A,  **housekeeping gene** | Gg03330760_m1 | 82 | VIC | NM_001277398.1 | 100 | 5-6 |
| *CGA* | Thyroid-Stimulating Hormone Alpha Chain | F-AGGGAGAAAGATCATGGATTGC  R- GCAGAAATACAGACAAAATGGTCAA  probe - ACAGGAAGTATGCAGCTGT | 71 | NED | ENSSSCG00000025434 | 98 | 1-2 |
| *GHRH* | Growth hormone-releasing hormone | Gg03359589_m1 | 71 | FAM | NM_001040464.1 | 100 | 3-4 |
| *LECT2* | leukocyte cell-derived chemotaxin 2 2 | Gg03340174_m1 | 73 | FAM | NM_205478.1 | 100 | 5-6 |
| *POMC* | Proopiomelanocortin | Gg03352057_m1 | 134 | FAM | NM_001031098.1 | 100 | 1-2 |
| *OXT* | oxytocin | Gg03316427_m1 | 69 | FAM | ENSGALG00000019026 | 100 | 1-2 |
| *BSX* | Brain specific homeobox | Gg03365917_m1 | 63 | VIC | NM_204512.1 | 100 | 1-2 |
| *TBX3* | T-box 3 | Gg03330698_m1 | 66 | VIC | NM_001270878.1 | 100 | 1-2 |
| *PMCH* | Pro-melanin concentrating hormone | Gg03330394_m1 | 135 | FAM | NM_001195795.1 | 100 | 1-2 |

How the deposited data were processed for this re-analysis (not part of the article)

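RNA was sequenced from the hypothalamus and the pituitary of 16 Ross broiler cockerels, 4 HGR and 4 LGR birds at each of 3 and 6 weeks of age, which makes 32 libraries. Growth rate group, age and tissue were taken from the sample labels and the paper's methods. By those methods lighter and heavier birds were in different pens, so pen and growth rate cannot be told apart. The labels number the birds of each group as replicates 1 to 4. These numbers are shared by the HGR and LGR groups, which is where a pairing of replicates arises, but same-numbered HGR and LGR samples are different birds.

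The authors cleaned the reads with FastQC, Flexbar and CASAVA, aligned them with RSEM and deposited whole-number counts per Ensembl gene, without normalization. In the table of counts all per-sample columns were used. The authors also deposited a result table of DESeq2 for each tissue. Its mean signal over samples is, as deposited, the average of counts divided by size factors. Its log2 fold changes are those of the authors' DESeq2 fit. Its p-values are, as deposited, adjusted by the Benjamini-Hochberg method. The deposited result tables were checked against the counts and follow the difference between the ages, with a Pearson r of 0.99 for the hypothalamus between their log2 fold changes and the age differences computed from the counts, over the genes with a deposited adjusted p of at most 0.05. They were used for gene symbols, coordinates and the set of libraries they average.

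The count table holds 24881 genes. A symbol was taken from the authors' deposited tables for 10132 genes, from the paper's File S2 for OXT, and for 630 genes from the order of neighbouring genes on the chromosome in the GRCg7b annotation. The rule by position was checked on genes whose symbol was hidden: it named 3702 right and 16 wrong and gave no name to 5872. AVP, MX1, IFI6, GBP1 and CD3D are named by position. GHR, MGAM, AVD, ARAP1, OASL, IFITM1, IFITM3, IFIT5, TTR and NPPC were not analysed here. Coordinates are those of the authors' deposited table, which names no genome build.

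The total counts of the pituitary libraries ran from 6231478 to 18256297, and those of the hypothalamus libraries are given with the methods at the mapping of the reads. Pairs of libraries from the same group differed by more than counting noise, with a chi-square per gene of 8.04 or more; libraries of different groups, ages or tissues were not compared in this way.

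LGR and HGR birds were compared in each tissue and age with edgeR 4.0.16 (TMM scaling, the default expression filter with a minimum count of 10 and a minimum total of 15, quasi-likelihood test) under R 4.3.3 with data.table 1.17.8. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5. The growth rate by age interaction was tested over the 16 hypothalamus libraries, and pituitary was compared with hypothalamus over all 32. For single values of 4 against 4 birds the exact permutation test was used, whose smallest two-sided p is 0.0286. Marker set indices are means of log2 CPM over a list of genes, scaled to a z value over the 8 birds of an age, with a prior count of 2. The interferon index that relates the hypothalamus to the pituitary was instead scaled over the 16 birds of both ages. DESeq2 1.42.0 and limma 3.58.1 (voomWithQualityWeights) served as alternatives.

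The tests were tested on simulated data drawn from the means and totals of the real libraries with 100 genes changed 2-fold and 100 changed 4-fold before the filter. At 6 weeks edgeR found 87.0% of the 200 tested in the hypothalamus and 2.25% of its calls were false. In the 3-week pituitary it found 48.2% of 199. The simulated genes varied independently of each other and the changed ones lay above a minimum mean count. The shares found are therefore not the power of the tests in the real birds.

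The main tests, the thresholds, the marker sets, the alternatives and the rule for named genes were set before the data were examined. By that rule, full values are given for the genes of Fig. 2A and Fig. 3, for the genes the text gives as highest or over 3-fold, and for the 3 called genes with the largest change in each direction whose groups do not overlap. The other genes that the text and Table 2 list are given by count and direction. TSHB and GH were chosen after their values were seen. Alternatives were DESeq2, other scaling and filters, the adjusted p alone, voomWithQualityWeights, a single fit over all 16 libraries of a tissue, the replicate number as a block and leaving out birds. A DESeq2 fit over all 16 libraries, the libraries averaged in the authors' age table and thinned counts were added after seeing the data, as were, for the genes called at both ages, upper-quartile scaling and leaving out birds. The qPCR values and the body traits of the paper were not used here. The calls of 1 listed gene in fits with birds left out are not reported here. No library was left out.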

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

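The tests on splits of the samples, on other arcuate genes, on AVP bird by bird and on the covariation of the genes higher in HGR birds were chosen after the results were seen; the tests on marker sets, liver genes, depth and splits that part the same-numbered samples were not.

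A single bird far from the 3 others of its group was looked for with Dixon's 95% critical value, on log2 CPM for genes, in 176 groups of 4 values, and 13 were marked, against 8.8 by chance at 1 in 20 groups. Of these, 10 were among 100 groups of gene values, where chance gives 5, and 3 among 56 groups of marker indices, where chance gives 2.8. At 3 weeks HGR replicate 4 had 16.7 CPM of GHRH (49.7 to 58.6 in the other 3 birds), 10.3 CPM of CGA (116 to 184) and 22.8 CPM of POMC (112 to 156). At 6 weeks the HGR bird of the same number, a different bird, had 11.3 CPM of POMC (71.2 to 95.1) and a hypothalamus marker index of -1.29 (-0.469 to -0.322). For the 3-week bird, a dissection with little of the arcuate region is a candidate explanation: all 4 other arcuate genes looked at (NPY, NR5A1, TBX3 and SOX14) were lowest of the 8 birds in it. TBX3 was lower in every HGR than in every LGR bird, so the lowest value of this gene was bound to be in an HGR bird. Less pituitary tissue in the dissection was weighed for CGA and POMC as well: this bird was also the lowest of the 8 in the pituitary marker index (-1.39) and in TSHB (1.23 CPM, against 4.56 to 26.8). HGR replicates 2 and 3, in whose pituitary GH had the most counts, had 2.76 and 0.939 CPM of GH. Their CGA was 124 and 116 CPM and their POMC 112 and 124 CPM. For these birds this argues against tissue like their pituitary as the source of both genes. HGR replicate 1, with another top gene in the pituitary, is not covered. Less tissue that expresses TSHB stays a candidate explanation. It was not told apart from little of the arcuate region, and no biological explanation was tested.

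In 3-week LGR replicate 1, ALB had 180.0 CPM (2.12 to 2.37 in the other 3 LGR birds), CHGA 596 CPM (1708 to 1976) and the telencephalon index was 0.213 (-0.446 to -0.383). Blood or liver RNA in the sample was weighed by other liver plasma protein genes: 2 of 6, AHSG and HPX, were highest in this bird, so the high ALB value cannot be told apart from that explanation. The same bird had 13.1% of its counts in mitochondrial genes, against 4.07% to 6.47% in the other 7 birds. No biological explanation was tested.

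The other single birds were CHGA in 6-week LGR replicate 3 (1291 CPM, against 359 to 383), FOS in 3-week LGR replicate 2 (39.2 CPM, against 51.0 to 53.7), IFI6 in the same bird (78.2 CPM, against 13.0 to 14.9), GBX2 in 3-week LGR replicate 4 (28.5 CPM, against 3.26 to 4.26) and the choroid plexus index of 6-week LGR replicate 1 (1.78, against -0.416 to -0.0650). GBX2 is among the genes called higher in HGR birds, whose covariation in the 3-week birds is given below. The CHGA bird was also the highest of the 6-week birds in CGA and TSHB (10.4 CPM), which are given with the relation of CGA to TSHB; CHGA itself was not tested. The IFI6 bird had an interferon index, which includes IFI6, of 2.15 in the hypothalamus and 0.270 in the pituitary. Scaled over the birds of both ages, the values were 1.21 and 0.140. The relation of the 2 tissues, on this second scale, is given with the interferon index. For FOS and the choroid plexus index no explanation was tested.

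The effect of growth rate differed between the ages in 1 of 15414 genes, ENSGALG00000028819, with a change of 3.39 on the log2 scale (adjusted p = 0.0129 by edgeR with Benjamini-Hochberg adjustment; 2.75e-05 to 0.0752 over the alternatives without birds left out, and 0.00456 to 0.0684 with 1 bird left out). In this gene every LGR bird lay below every HGR bird at 3 weeks (log2 fold change -2.64), and at 6 weeks the log2 fold change was 0.76 with overlapping groups. SIM1, adjusted over the named genes only, changed by 1.27 (adjusted p = 0.0210 by edgeR with Benjamini-Hochberg adjustment). In SIM1 4 of 4 LGR birds lay on opposite sides of the HGR mean at the 2 ages. The named genes are the paper's own selection from these data. SIM1 also belongs to the paraventricular marker set given below, so it cannot be told apart from a differing share of that region. Of 100 splits of the 16 samples drawn at random with the real one among them, 8 gave as many interaction calls, with up to 1152 genes, so the single call does not stand apart from other groupings of these birds.

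The magnocellular and paraventricular marker set differed between LGR and HGR birds by -1.24 at 3 weeks and by 0.991 at 6 weeks, a change of 2.23 (exact permutation test over 4900 regroupings within ages, two-sided p = 8.16e-04; 0.00857 with Benjamini-Hochberg adjustment over 14 sets). Without AVP and OXT the change was 2.21. The telencephalon set changed by 1.72, from -0.520 to 1.20 (the same exact permutation test, two-sided p = 0.00122; 0.00857 with Benjamini-Hochberg adjustment). A different share of the paraventricular region in the dissection is a candidate explanation for the 3-week difference in AVP and OXT. The index without these genes had a two-sided exact permutation p of 0.0571 at 3 weeks. AVP followed the index within growth rate groups with a Pearson r of 0.627 over the 8 3-week birds. Pooled over the groups, r was 0.842 (two-sided exact permutation p = 0.00543, Spearman rho 0.929, p = 0.00223, r 0.687 without the 2 farthest birds, and 0.0114 for r and 0.00781 for rho with Benjamini-Hochberg adjustment over 14 relations). At 6 weeks the pooled r was 0.308 and that within groups 0.0197 (pooled, two-sided exact permutation p = 0.491, Spearman rho 0.119, p = 0.793, r 0.477 without the 2 farthest birds, 0.537 for r and 0.793 for rho with Benjamini-Hochberg adjustment). By the test of the 3-week groups AVP and OXT cannot be told apart from that explanation; OXT was not compared with the index bird by bird.

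Of the 20 genes called in the 6-week hypothalamus, 17 are not named in the paper, and 8 of the 20 have no symbol in the tables used. The largest change was ENSGALG00000034196 with a log2 fold change of -6.74: 3.37 to 23.4 CPM in HGR and 0 to 0.253 CPM in LGR birds. At 3 weeks it had 15.4 CPM in HGR replicate 4 and 10.8 CPM in LGR replicate 4. Among the 35 splits of the 8 6-week samples into groups of 4, 1 gave as many calls by edgeR and 1 by DESeq2, the real one in each case. Among the 8 splits that part all same-numbered samples it was also 1, too few to tell. Total counts were not told apart at 6 weeks (two-sided exact permutation p = 0.771), which goes against depth. Thalamic tissue in the dissection was weighed for GBX2 and TCF7L2, and the thalamus index did not separate the groups (two-sided exact permutation p = 0.314). Within the 4 HGR birds, however, the index rose from replicate 1, with -0.556, to replicate 4 in the same order as both genes, which was seen after the test, so thalamic tissue is not excluded. The hypothalamus and telencephalon indices were higher in LGR birds, by 1.22 and 1.20, and separated the groups (two-sided exact permutation p = 0.0286 for each, the smallest possible; 0.114 with Benjamini-Hochberg adjustment). The same test gave the same values for sets that are not all of a brain region. These were immediate early (1.36), T cells (1.31), microglia (1.08) and magnocellular and paraventricular (0.991), all higher in LGR birds. The genes called higher in HGR birds, also 17 in number but another set than the 17 above, varied together in the 3-week birds within groups, with a mean pairwise r of 0.550. This lies at percentile 100 of 10000 random lists, whose highest value was 0.362. A share of some brain region that varies between birds is therefore a candidate explanation that remains, and a difference with growth rate is not told apart from it.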

How the results depend on the processing

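No test in this part was chosen after a result was seen; the alternatives chosen after seeing the data are named where they are given. Where a value moved, the cause was not tested.

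With DESeq2 in place of edgeR the number of called genes moved from 0 to 26 in the 3-week hypothalamus (13 higher in LGR, 13 in HGR birds), from 20 to 163 in the 6-week hypothalamus (114 and 49, with 19 of the 20 among them), from 0 to 5 in the 3-week and from 0 to 49 in the 6-week pituitary, from 0 to 3 for genes called at both ages and from 1 to 20 for the growth rate by age interaction. With voomWithQualityWeights the pituitary gave 3 and 1 genes, and with a single fit over all 16 samples the hypothalamus gave 4 genes at 3 weeks and 0 at 6 weeks. With the adjusted p alone, 85 genes passed in the 6-week hypothalamus (17 higher in LGR, 68 in HGR birds). Scaling by DESeq2 size factors or the upper quartile, no filter, and a mean count of at least 10 left every count of calls within an age within 1.5 times the main one; of these 4, only the last was run for the interaction, which kept 1 call.

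Chosen after seeing the data were a DESeq2 fit over all 16 samples (39 genes at 3 weeks, 116 at 6 weeks, 2 at both ages), the samples averaged in the authors' age table (with DESeq2 23, 74 and 2; with edgeR 0, 0 and 0) and counts thinned to the lowest total at 3 weeks (DESeq2 20, edgeR 0). For the genes called at both ages, upper-quartile scaling and the 8 edgeR fits without 1 bird, also chosen after seeing the data, gave 0 as the main fits did.

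With birds left out, the hypothalamus gave from 0 to 1 genes at 3 weeks by edgeR across 8 fits and from 17 to 34 by DESeq2 across 4 fits. At 6 weeks it gave from 0 to 24 genes by edgeR across the 8 fits without 1 bird, and across the 16 fits without 1 HGR and 1 LGR bird from 0 to 20 by edgeR and from 35 to 284 by DESeq2. The pituitary gave from 0 to 1 at each age, and the interaction from 0 to 8 genes across 16 fits.

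The replicate number as a paired replicate block gave 3 calls in the 6-week hypothalamus, 2 of them among the 20, and 0 in the interaction. It gave log2 fold changes of -0.0339 for CHGA and -0.69 for CGA at 6 weeks, the reverse of the fit without it. Same-numbered samples are different birds, and their deviations from the group means had correlations of -0.00650, -0.0135, -0.0855 and 0.0175 in the 4 comparisons of the hypothalamus and pituitary, so the numbers do not pair the samples.

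For the named genes, 518 of 550 values kept their direction and side of the threshold, 7 were weaker, 10 stronger and 15 reversed. Fits with birds left out entered this count only by their lowest and highest log2 fold change, so it overstates how stable the calls are. At 6 weeks DESeq2 called FOS in 15, NPY in 10, GAL in 9 and CCL19 in 8 of 16 such fits. DESeq2 called TBX3 at 3 weeks and FOS, GAL and CCL19 at 6 weeks. GBX2 and TCF7L2 lost their calls at 6 weeks with voomWithQualityWeights and with a single fit over all 16 samples, and TCF7L2 also with the replicate block. With birds left out, edgeR called GBX2 in 7 and TCF7L2 in 5 of 24 fits and DESeq2 in 13 and 16 of 16. With voomWithQualityWeights CHGA was -0.0595 and CGA -0.52 at 6 weeks. With birds left out the log2 fold change took both signs, from its lowest to its highest value, for ALB at 3 weeks (-0.43 to 4.31), GBX2 at 3 weeks (-1.84 to 0.28), GHRH at 6 weeks (-0.28 to 0.85), CHGA at 6 weeks (-0.66 to 0.55), CGA at 6 weeks (-3.14 to 1.98), POMC at 6 weeks (-0.21 to 1.07), AVP at 6 weeks (-0.0407 to 0.49), ALDH1A1 at 6 weeks (-0.0401 to 1.33), TBX3 at 6 weeks (-0.0330 to 1.04), ALB at 6 weeks (-0.55 to 0.0592) and FGB at 6 weeks (-0.46 to 0.48).

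Of 88 marker set values, 84 kept their direction and 4 reversed: the thalamus set at 3 weeks (0.0345 with the median over the set, from -0.174 to 0.232 with 1 bird left out), the liver plasma protein set at 3 weeks (from -0.137 to 0.451) and the pituitary set at 6 weeks (from -0.288 to 0.157). The adjusted values do not measure how stable the sets are. At 6 weeks 6 sets, and at 3 weeks 1, reached the smallest p of 4 against 4 birds (two-sided exact permutation p = 0.0286). With Benjamini-Hochberg adjustment over all sets and both ages this gave 0.114. The 3-week set was the arcuate and ventromedial one, higher in LGR birds by 1.31. It includes POMC, GHRH, NPY and TBX3. A differing share of that region in the dissection cannot be told apart from a difference with growth rate in these genes. The distance of the farthest 6-week library moved from 1.14 to 1.30 times the median with the variance stabilizing transformation, and 435 in place of 119 genes were higher in the pituitary with a log2 fold change of at least 3.

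The planned overlap with the authors' deposited calls was not run, because the deposited tables compare ages.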

Differences from the paper's values

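No test in this part was chosen after a result was seen. The paper gives 195 DEGs at 3 weeks, where 0 genes were called here, with 871 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap; the highest number was 34, with DESeq2 without HGR replicate 1. The paper gives 339 DEGs at 6 weeks, where 20 were called. Of the alternatives set before the data were examined, DESeq2 without HGR replicate 1 and LGR replicate 4 gave 284, within 1.5 times the paper's value, and no other closed the gap. The paper gives 43 DEGs shared by the ages and 0 were found here, at most 3 under any alternative (DESeq2).

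The paper gives a 2-fold increase of SIM1 in the older birds, taken as HGR over LGR from its statement on body mass. The value here was 0.830, and all alternatives set before the data were examined, from 0.758 to 0.954, left it below 1.

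Of the genes the paper lists for 3 weeks, none was called by edgeR. DESeq2 called CPLX1, SPARCL1 and TBX3, the single edgeR fit over all 16 samples called CPLX1, and DESeq2 fits without 1 HGR bird also called CRYM, EGR1, FST and ENSGALG00000026836 (without replicate 1), PMCH (without replicate 2), NMU (without replicate 3) and ALDH1A1, GHRH and POMC (without replicate 4). A DESeq2 fit over all 16 samples, chosen after seeing the data, called CPLX1, ENSGALG00000043381 and PMCH. DESeq2 on the samples of the authors' age table, also chosen after seeing the data, called ALDH1A1, CPLX1, GHRH, POMC, SPARCL1 and TBX3, and on thinned counts, chosen likewise, CPLX1, SPARCL1 and TBX3.

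Of the genes listed for 6 weeks, edgeR called GBX2, TCF7L2 and CALCA, and CCK with a bird left out or the replicate block. DESeq2 on all birds called B2M, BF1, BLNK, CCK, CCL19, CD3D, CD3E, DMB2, FOS, GAL, LCK, NR5A1, OTP, PER3, PNOC, PTPN6, PTPRC, TAP2 and TLR3 besides these. Fits by edgeR or DESeq2 without 1 HGR and 1 LGR bird called, among others, BFIV21, BLK, C1QC, CD74, CGA, DIO2, EGR1, ENSGALG00000003309, ERAP1, GBP1, GRM2, IFI6, IRF1, IRF7, IRF8, IRF9, LY96, MX1, NPY, PMCH, STAT2 and TLR2A in at least 1 of 16 combinations, CGA in 1 of them with lower expression in LGR birds. Chosen after seeing the data, a DESeq2 fit over all 16 samples called 19 and DESeq2 on the samples of the age table 12 of the listed genes, all of them named above.

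In direction, SLC30A8, which the paper lists as increased in the younger LGR cockerels, had a log2 fold change of -0.72. SIM1 at 6 weeks had 0.27. The paper describes AVP as increased in HGR birds only at 3 weeks. It proposes that age matters for how NMU and NPW act to suppress feeding. Action was not measured here, and the interaction in expression of none of these genes passed adjustment over the named genes. The paper ranks ALB and FGB among the genes with the highest fold change in 3-week-old LGR birds, and without LGR replicate 1 the log2 fold change of ALB was -0.43.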

Other observations

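Tests on all 35 splits, on DESeq2 splits, on mitochondrial genes, on thinned counts, on CGA and POMC with TSHB and on tissue splits were chosen after the results were seen.

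At 3 weeks 8 of 35 splits of the 8 samples gave as many genes with an unadjusted p under 0.05 as the real groups (871), and by DESeq2 6 of 35 splits gave as many calls as the 26, with up to 493. Among the 8 splits that part the same-numbered samples, 8 gave as many calls by edgeR as the real 0, which cannot tell. The totals were lower in LGR birds at 3 weeks (14980375 against 16756663 on average, two-sided exact permutation p = 0.0286, the smallest possible). After thinning every library to 14113986 counts, DESeq2 called 20 genes, all among its 26, so the difference in depth does not account for those 20. Without the 8 mitochondrial genes edgeR called 0 genes, as with them, so whether a few genes took most of the counts cannot be told from this.

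CGA followed TSHB over the 8 3-week birds with a Pearson r of 0.982 (two-sided exact permutation p = 2.48e-05, the smallest possible; Spearman rho 1, p = 4.96e-05; r 0.935 without the 2 farthest birds; 3.47e-04 for r and 6.94e-04 for rho with Benjamini-Hochberg adjustment over 14 relations). At 6 weeks r was 0.958 (two-sided exact permutation p = 5.21e-04, Spearman rho 0.881, r 0.904 without the 2 farthest birds, 0.00182 with Benjamini-Hochberg adjustment). With GH, CGA had an r of 0.257 at 3 weeks (two-sided exact permutation p = 0.499, Spearman rho 0.524, 0.537 with Benjamini-Hochberg adjustment) and of 0.652 at 6 weeks (two-sided exact permutation p = 0.0788, Spearman rho 0.738, p = 0.0458, r 0.995 without the 2 farthest birds, 0.123 for r and 0.0713 for rho with Benjamini-Hochberg adjustment). POMC followed TSHB with an r of 0.893 at 3 weeks (two-sided exact permutation p = 0.00568, Spearman rho 0.810, p = 0.0218, r 0.529 without the 2 farthest birds, 0.0114 for r and 0.0381 for rho with Benjamini-Hochberg adjustment) and of 0.463 at 6 weeks (two-sided exact permutation p = 0.261, Spearman rho 0.405, r 0.135 without the 2 farthest birds, 0.333 with Benjamini-Hochberg adjustment). The pituitary marker set did not separate the groups at 3 weeks (two-sided exact permutation p = 0.114). A varying share of tissue that expresses TSHB in the dissection is a candidate explanation for CGA that remains, and for POMC it remains open at 3 weeks. In the pituitary of 3-week LGR replicates 2 and 4 and HGR replicates 2 to 4, GH had the most counts. Carry-over of such tissue would bring at least as much GH as CGA or POMC. These LGR birds had 1.60 and 1.76 CPM of GH, against 562 and 387 CPM of CGA and 323 and 271 CPM of POMC. In these HGR birds GH was 0.939 to 2.76, CGA 10.3 to 124 and POMC 22.8 to 124 CPM. For these birds this argues against carry-over of tissue composed like the whole pituitary sample as the source of both genes. A piece of pituitary of another composition is not covered. In the other birds carry-over cannot be told apart from a difference with growth rate.

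The interferon index of the hypothalamus and the pituitary of the same bird had a Pearson r of 0.615 over the 8 6-week birds (two-sided exact permutation p = 0.0904; Spearman rho 0.643, p = 0.0962; 0.136 with Benjamini-Hochberg adjustment over 3 sets of birds). Without the 2 farthest of these birds r was 0.808. With the median over the set r was 0.645 and Spearman rho 0.762 (two-sided exact permutation p = 0.0368 for rho, unadjusted). Over the 8 3-week birds r was 0.308 (two-sided exact permutation p = 0.378; Spearman rho 0.405, p = 0.327; 0.278 without the 2 farthest birds; 0.299 with the median over the set; 0.378 with Benjamini-Hochberg adjustment). Over all 16 birds r was 0.554 (two-sided permutation p = 0.0279, Spearman rho 0.576, 0.0838 with Benjamini-Hochberg adjustment), 0.590 with the median over the set and 0.470 without the 2 farthest birds. None passed adjustment, so a response of whole birds cannot be told apart from one of the hypothalamus alone.

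In the pituitary, which the paper does not report, 0 of 14730 genes were called at 3 weeks (386 at an unadjusted p under 0.05) and 0 of 14826 at 6 weeks (1003). Among the 8 splits that part the same-numbered samples, 8 gave as many calls at 3 weeks and 8 at 6 weeks.

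Between the tissues, 13016 of 16169 genes had an adjusted p of at most 0.05 by edgeR with Benjamini-Hochberg adjustment, without a fold change threshold. Of these, 119 were higher in the pituitary with a log2 fold change of at least 5. Of 50 splits of the samples, 1 gave as many as these 119, the real one. The fit had no term for the bird, although both tissues came from the same birds.

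The authors' deposited age tables hold 14371 genes for the hypothalamus and 13910 for the pituitary, of which 635 and 325 have an adjusted p of at most 0.05 and a fold change of at least 1.5. The pituitary table averages 10 of 16 samples.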
